# The genome of a subterrestrial nematode reveals adaptations to heat

**DOI:** 10.1038/s41467-019-13245-8

**Published:** 2019-11-21

**Authors:** Deborah J. Weinstein, Sarah E. Allen, Maggie C. Y. Lau, Mariana Erasmus, Kathryn C. Asalone, Kathryn Walters-Conte, Gintaras Deikus, Robert Sebra, Gaetan Borgonie, Esta van Heerden, Tullis C. Onstott, John R. Bracht

**Keywords:** Evolutionary genetics, Genome evolution, Transcriptomics

## Abstract

The nematode *Halicephalobus mephisto* was originally discovered inhabiting a deep terrestrial aquifer 1.3 km underground. *H. mephisto* can thrive under conditions of abiotic stress including heat and minimal oxygen, where it feeds on a community of both chemolithotrophic and heterotrophic prokaryotes in an unusual ecosystem isolated from the surface biosphere. Here we report the comprehensive genome and transcriptome of this organism, identifying a signature of adaptation: an expanded repertoire of 70 kilodalton heat-shock proteins (Hsp70) and avrRpt2 induced gene 1 (AIG1) proteins. The expanded Hsp70 genes are transcriptionally induced upon growth under heat stress, and we find that positive selection is detectable in several members of this family. We further show that AIG1 may have been acquired by horizontal gene transfer (HGT) from a rhizobial fungus. Over one-third of the genes of *H. mephisto* are novel, highlighting the divergence of this nematode from other sequenced organisms. This work sheds light on the genomic basis of heat tolerance in a complete subterrestrial eukaryotic genome.

## Abstract (web summary)

The nematode *Halicephalobus mephisto* has been found more than 1 km underground and can tolerate high heat and low oxygen. Here Weinstein et al. report the genome and transcriptome of *H. mephisto* and identify genomic innovations that likely are responsible for its tolerance to heat.

## Introduction

H*alicephalobus mephisto* was discovered inhabiting a fluid-filled aquifer accessed from the Beatrix Gold Mine in South Africa at 1.3 km below the surface^1^. Radiocarbon dating indicates the aquifer water is over 6000 years old^1^, and the lack of surface ^3^H infiltration, a remnant of atmospheric atomic testing, highlights its isolation from the surface biosphere^1^. The water is warm (37 °C), alkaline (pH 7.9), hypoxic (0.42–2.3 mg/L dissolved O_2,_), and rich in biogenic methane (CH_4_)^1–3^. In spite of these challenging conditions, a thriving, complex microbial community exists in this extreme environment, including chemolithoautotrophic organisms that extract energy from the subterrestrial rock and fix inorganic carbon^2,4^. Syntrophic relationships link sulfur-oxidizing denitrifying bacteria, sulfate reducers, methanogens, and anaerobic methane oxidizing organisms into a complex mutually reinforcing microbial food web^2^ that supports a rich assemblage of eukaryotic opportunistic predators, including nematodes, rotifers, and protists^5^. With the exception of *H. mephisto* none of these eukaryotic organisms have been cultured in the laboratory, and none have had their genomes sequenced and analyzed until now.

Nematodes encode small, remarkably dynamic genomes well suited to studies of adaptation^6,7^. Among the most abundant animals on earth, nematodes have adapted to an incredibly diverse set of environments: from hot springs to polar ice, soil, fresh, and saltwater^8^, acid seeps^9^, and the deep terrestrial subsurface^1^, with a wealth of comparative genomic data available. Dynamic gene family expansion^6,10^ and shrinkage^11^ have proven good signatures of evolutionary adaptive selection in crown eukaryotes, including nematoda^12^. Here, we perform comprehensive genomic and transcriptomic studies in *H. mephisto*, revealing the evolutionary adaptive response to a subterrestrial environment, including expanded gene families and patterns of expression under heat stress.

## Results

### Assembly, annotation, and phylogenetic analysis

De novo DNA sequence assembly with Illumina data and scaffolding with PacBio reads, yielded a small complete assembly of 61.4 Mb comprising 880 scaffolds with N50 of 313 kb, though 90% of the sequence is encoded on just 193 scaffolds. The longest scaffold is just under 2.55 Mb (Table 1). Several lines of evidence suggest that this is a highly complete genome. The Core Eukaryotic Genes Mapping Approach (CEGMA)^13,14^ identified 240 of 248 core eukaryotic genes for a completeness of 97%, and tRNscan-SE^15^ identified 352 tRNAs encoding all 20 amino acids plus selenocysteine. Benchmarking Universal Single Copy Orthologs (BUSCO)^16^ estimated the completeness as 81.4%, but manual inspection of its output shows that 79 apparently missing genes are actually detected, with good e-values (median 6e-19). Given that BUSCO’s thresholds are established from eight nematode genes from Clades I, III, and V^17^, it may not be well suited to divergent Clade IV nematodes such as *H. mephisto*, since it also scored the *P. redivivus* genome (98% complete^18^) as only 82.1% complete. Therefore, considering these divergent matches to be valid, we conclude that for *H. mephisto* BUSCO detected 946/982 orthologous genes, for a completeness of 96%, consistent with CEGMA. Reinforcing the completeness of the *H. mephisto* assembly and annotation, a quantitative comparison of 3,252 protein domains shows a strong correlation with *Caenorhabditis elegans* (Fig. 1b).

**Table 1:** Genome and transcriptome data for *H. mephisto* and comparison to *C. elegans*, *M. hapla*, and *P. redivivus*

	*H. mephisto*	*C. elegans*	*M. hapla*	*P. redivivus*
Assembly size (Mb)	61.4	100	53.0	64.4
N50 (kb)	313	17,494	38	262
# of scaffolds (kb)	880	7	3,452	940
Longest (kb)	2,546	20,924	360	2,280
Shortest (kb)	1	13.8	0.7	0.4
Protein-coding loci (nonredundant)	16,186	19,922	14,420	24,249
Potential noncoding loci	1,023	703	–	–
Average intron length (bp)	473	320	153	163
Average exon length (bp)	332	202	171	288
Transcripts	34,605	33,303	16,676	26,372
Repetitive content (%)	24.3	12.7	18.3	7.1
GC content (%)	32.1	35.4	27.4	44.3

Data for *C. elegans* and *P. redivivus* from Srinivasan et al.^18^ and for *M. hapla* from Foth et al.^110^

**Fig. 1:**
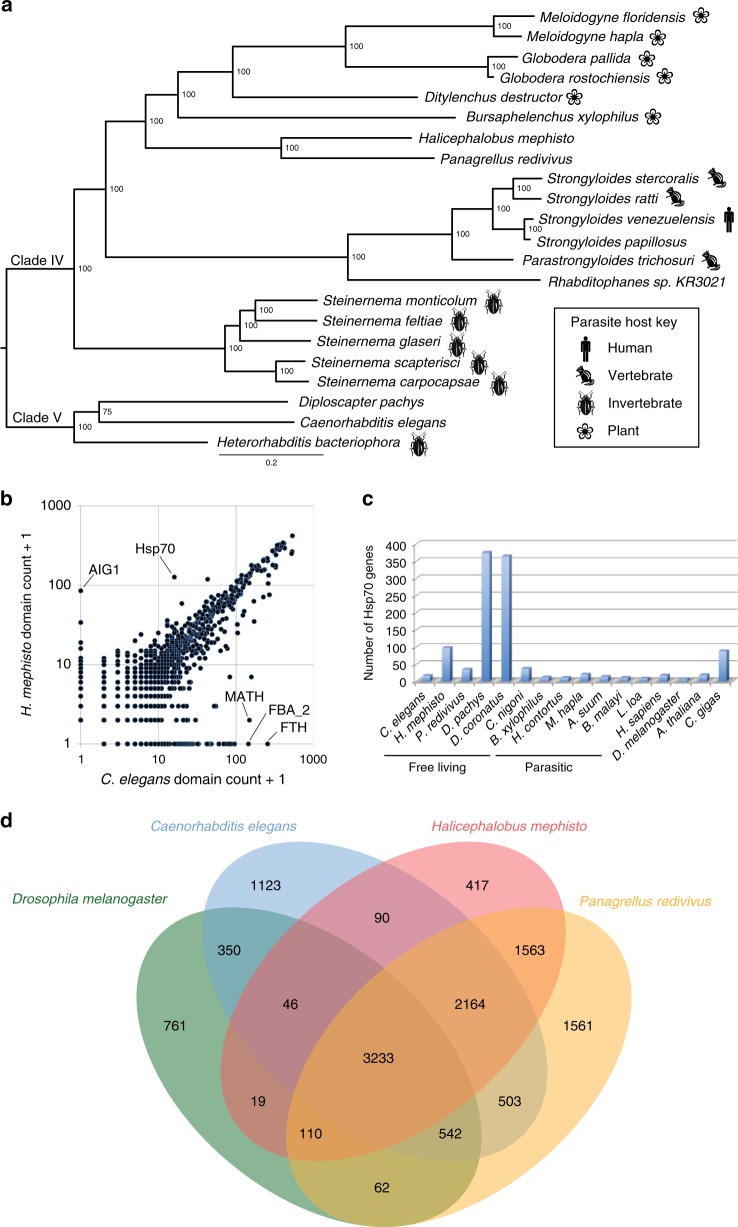
Genomic comparison of *H. mephisto* protein-coding genes. **a** Multilocus phylogeny of *H. mephisto* using 99 single-copy orthologous genes (SCOGS). **b** Pfam domain comparison of nonredunant protein domain content in *C. elegans* versus *H. mephisto* at an e-value cutoff of 1e-10. Expanded AIG1 and Hsp70 domain families are marked, along with the MATH, FTH, and FBA_2 domains known *C. elegans*-specific expansions. **c** Examination of Hsp70 family expansion across species, quantifying proteins, not domains, identified using e-values as in (**b**). **d** Venn diagram comparing orthologous gene clusters between *D. melanogaster, C. elegans*, *P. redivivus*, and *H. mephisto*. *Abbreviations*: MATH meprin and TRAF-homology domain, FTH Fog-2 homology domain, FBA_2 F-box associated domain

The repetitive component of the *H. mephisto* genome is highly divergent. Using a custom RepeatModeler repeat library, RepeatMasker masked 24.3% of the genome, denoting 21.1% as interspersed repeats, 87.3% of which are unknown (Table 2). Evaluation of these sequences with nhmmer^19^ and the DFAM database positively identified 44.3% of these as helitrons, with 8.8% retrotransposons and 23.6% DNA transposons (Table 2). However, consistent with the genomic divergence of *H. mephisto*, this repetitive element repertoire appears extremely different from known elements, including many unique or novel repeat families needing further characterization, and a significant 23.3% remain unclassified by either algorithm (Table 2).

**Table 2:** Repetitive element composition of the *H. mephisto* genome

	RepeatMasker	nhmmer
Retrotransposons	3.8	8.8
DNA transposons	8.8	23.6
Helitrons	0.0	44.3
Unclassified	87.3	23.3

The percentage of repeats belonging to each class are shown

The *H. mephisto* nuclear genome was annotated with Maker2^20^, TopHat^21^, StringTie^22^, and TransDecoder^23^, and transcripts were clustered with gffcompare to define a total of 16,186 protein-coding loci. An additional 1,023 loci were identified that do not encode proteins over 50 amino acids and are candidate noncoding transcripts, for a total of *n* = 17,209 transcribed loci in the *H. mephisto* genome, producing 34,605 transcripts for an average of 2.0 transcripts per locus (Table 1). Intron lengths averaged 473 compared to 320 bp for *C. elegans* (Table 1).

We used single-copy orthologous proteins (SCOGS) to build a phylogenetic tree placing *H. mephisto* as a distant relative of free-dwelling *Panagrellus redivivus*, the nearest fully sequenced nematode relative, within Clade IV (Fig. 1a). The comparison of domain counts between *C. elegans* and *H. mephisto* uncovered two domains strikingly enriched in *H. mephisto*: *avrRpt2*-induced gene, AIG1 (84 domains vs. 0) and 70-kD heat-shock protein, Hsp70 (126 domains vs. 15) (Fig. 1b). The most over-represented domains in *C. elegans* are the Meprin And TRAF-Homology (MATH) domain, Fog-2 Homology Domain (FTH) and F-box associated (FBA_2) domains, all apparent lineage-specific expansions in *Caenorhabditis*^24,25^ (Fig. 1b). We used OrthoVenn^26^ to identify orthologous genes between *D. melanogaster*, *C. elegans*, *P. redivivus*, and the 16,186 *H. mephisto* proteins, identifying a set of 5,397 shared among all nematodes, with 3,233 shared among all four invertebrates. Among the 417 *H. mephisto*-specific orthologous groups, the largest cluster was Hsp70, with 107 proteins.

### Hsp70 expansion

The expansion of Hsp70 is particularly evocative because these well-studied heat-activated chaperones refold proteins denatured by heat^27–30^ as part of a coordinated response to heat-shock^31–34^. Even more intriguing, Hsp70 are expanded in organisms adapted to environmental thermal stress, but not in nematodes parasitic on endothermic hosts, suggesting the expansion of Hsp70 may be a general strategy for adaptation to environmental, not parasitic, heat (Fig. 1c). Bayesian phylogenetic analysis of Hsp70 proteins recovered known paralogs specific to cellular compartments including mitochondrial and endoplasmic reticulum (ER)^35^ along with a cluster grouping human, mouse, and nematode genes (Cluster I, Fig. 2a). The recovered Hsp70 gene tree topology is robust, given that the same structure was recovered by maximum likelihood (Supplementary Fig. 1). The human sequences in Cluster I, include well-characterized Hsp70 sequences^36^. Cluster II is a new 37-member *H. mephisto-*only group, which surprisingly is most closely related to another novel *Diploscapter* cluster with 59 genes (Cluster III, Fig. 2a). These data suggest that the Hsp70 gene family has undergone significant amplification within the *Diploscapter* and *Halicephalobus* lineages which, owing to their evolutionary distance (Fig. 1a), most likely did not inherit these expanded gene families from a common ancestor. Instead, we propose these genes underwent independent expansions in both lineages under shared evolutionary pressure to adaptat to heat stress: *Diploscapter pachys* is thermotolerant^37^, while *Diploscapter coronatus* is a facultative parasite of humans^38^ and a member of the genus has been found in thermal waters^39^.

**Fig. 2:**
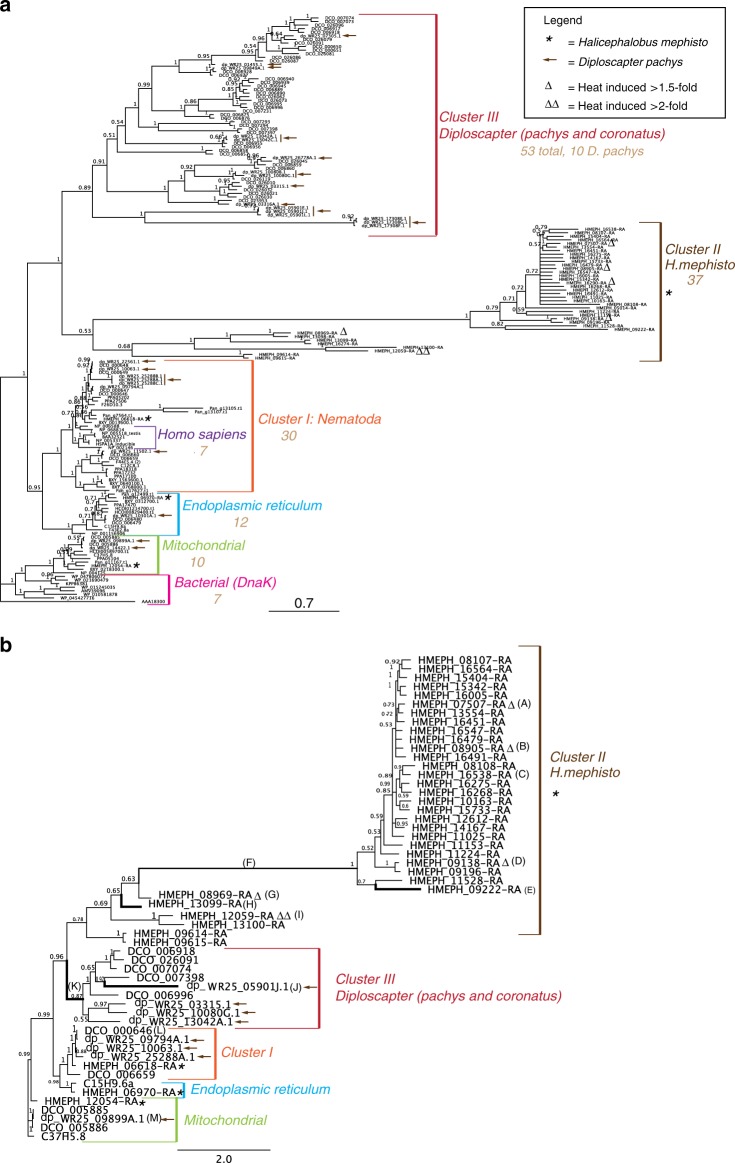
Analysis of Hsp70. **a** Bayesian phylogenetic tree of Hsp70. *H. mephisto* sequences marked with an asterisk (*) and *D. pachys* with arrows. Branch numbers indicate posterior probabilities; scale bar represents substitutions per site. **b** Hsp70 protein Bayesian tree used for dN/dS analysis of coding sequence. Branch letters A–M correspond to Table 3 for *ω* (dN/dS) value. Bold branches indicate statistical significance of dN/dS *p* value after correcting for multiple hypothesis testing, and the long branch (F) is semi-bold because it is statistically significant prior to multiple testing correction with 89% of sites under positive selection (Table 3). Branch numbers indicate posterior probabilities; scale bar represents substitutions per site. The sequences used in both trees are indicated with Wormbase (nematode) or Genbank Accessions (other species)

A signature of adaptive evolutionary change is positive selection, in which mutations altering amino acids (dN) are enriched relative to (presumably neutral) synonymous changes (dS), giving a dN/dS ratio (*ω*) greater than 1^40^. A value of *ω* less than 1 indicates elimination of mutations that alter the amino acid sequence, also known as purifying selection, and occurs when protein function is preserved by evolution^40^. Given the long branch lengths, gene family expansions, and potential for selection acting on Hsp70 gene function, we used PAML^41^ to test for statistical evidence of positive selection. To facilitate this analysis, we created a new Bayesian phylogeny using a subset of genes from *H. mephisto*, the *Diploscapter* species, and *C. elegans* outgroups, resulting in a well-resolved Bayesian phylogeny (Fig. 2b). We ran a branch-sites test in PAML, which estimates two *ω* parameters for different codons on a preselected foreground branch of the phylogenetic tree. The *ω*_1_ parameter accounts for pervasive purifying selection at specific sites (codons) but a second *ω*_2_ measures values greater or equal to 1 (from neutral to positive selection) at other sites. Because *ω*_2_ is estimated from the data, it is an indicator of positive selection if it is reported to be above 1. Furthermore, by performing the test twice, once with *ω*_2_ fixed at 1 (neutrality, a null model) and once allowing it to be freely estimated from the data, a likelihood ratio test (LRT) can be used to derive a *p* value quantifying the strength of positive selection on a particular branch^42^. In our analysis, positive selection was detected along the long branch leading to the *H. mephisto* cluster: *ω*_2_ of 197 on 89% of amino acids, *p* = 0.04 (Table 3), however, it was not robust to Bonferroni correction for multiple hypothesis testing, which may be too conservative^43^. Given that this branch has by far the most sites (89%) under positive selection, we have made it semi-bold (Fig. 2b). Values of *ω*_2_ greater than 1 were detected on ten of eleven branches from clusters II and III (Table 3) with four giving a *p* value that is significant after correction for multiple hypothesis testing (lines strongly bolded in Fig. 2b). In particular, the root of the *Diploscapter* cluster (Fig. 2b, branch K) showed evidence of strong positive selection (Table 3). As controls, we tested a Cluster I short branch (L) and mitochondrial gene (M), which showed no evidence of positive selection (Fig. 2b, Table 3). Together these data suggest that positive selection is detectable in specific Hsp70 lineages in both *Halicephalobus* and *Diploscapter*.

**Table 3:** Branch-site analysis of dN/dS ratios (*ω*) from tree in Fig. 2b

Branch	*ω*_2_ (positive selection)	*ω*_1_ (purifying selection)	Fraction sites under *ω*_2_	Fraction sites under *ω*_1_	LRT statistic (2ΔlnL)	*p* Value
A HMEPH_07507-RA Δ	3.58	0.17	0.12	0.81	1.98	0.15939
B HMEPH_08905-RA Δ	2.94	0.17	0.05	0.88	1.6	0.205903
C HMEPH_16538-RA	1.54	0.17	0.11	0.82	0.22	0.63904
D HMEPH_09138-RA Δ	94.01	0.17	0.01	0.92	2.4	0.121335
E HMEPH_09222-RA	86.51	0.17	0.24	0.68	104.48	**1.59e–24**
F Long Branch	196.81	0.17	0.89	0.04	4.16	0.041389
G HMEPH_08969-RA Δ	999	0.17	0.08	0.84	8.12	0.004378
H HMEPH_13099-RA	18.27	0.17	0.09	0.84	11.68	**0.000632**
I HMEPH_12059-RA ΔΔ	1	0.17	0.75	0.18	0	1
J dp_WR25_05901J.1	12.04	0.17	0.31	0.62	14.46	**0.000143**
K Diploscapter cluster III root	999	0.17	0.13	0.80	26.36	**2.83e–7**
L DCO_000646	1	0.17	0	0.93	0	1
M dp_WR25_09899A.1	1	0.17	0.40	0.52	0	1

Bold *p* values are statistically significant after correcting for multiple hypothesis testing (*p* = 0.0038). Likelihood ratio test (LRT) statistic applied to a *χ*^2^ table with d*f* = 1, critical values 3.84 (5%) and 6.63 (1%). 

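Transcripts of *H. mephisto* worms cultured at 25 °C were compared with those of worms cultured at 38 or 40 °C, by RNA-seq of 3 and 9 libraries respectively, with limma on log2(FPKM + 1). Of the 8 *H. mephisto* Hsp70 transcripts in Table 3, chaperones that hold unfolded proteins, 7 had a row in the deposited table of FPKM values. HMEPH_13099-RA was not analysed here. The largest fold was that of HMEPH_12059-RA, which rose 2.27-fold (adjusted p = 0.0191 from limma, higher in 9 of 9 heat libraries than in any at 25 °C). HMEPH_16538-RA rose 1.90-fold (adjusted p = 0.00909), HMEPH_08969-RA 1.79-fold (adjusted p = 0.0263), HMEPH_07507-RA 1.63-fold (adjusted p = 0.0347) and HMEPH_08905-RA 1.53-fold (adjusted p = 0.0410). The adjusted p of HMEPH_08969-RA, HMEPH_07507-RA and HMEPH_08905-RA lies above 0.05 in limma without any 1 of the 25 °C libraries M3R, M4R and M5R (0.0800 to 0.186), and that of the latter 2 also without M2R, M7R, 12 or 14 (0.0502 to 0.0727). That of HMEPH_12059-RA was 0.120 without M3R and 0.0660 without M5R, and that of HMEPH_16538-RA 0.0658 without M3R. At 38 °C alone, all of these had an adjusted p above 0.05 (0.0717 to 0.239 from limma). At 40 °C alone, only HMEPH_12059-RA did (0.0574). Among the libraries with titles starting with M, HMEPH_08969-RA, HMEPH_07507-RA and HMEPH_08905-RA did (0.0612, 0.0802 and 0.114). HMEPH_09138-RA had a fold of 1.52 but an adjusted p of 0.0628. HMEPH_09222-RA, with a fold of 0.917, was not past the threshold either (adjusted p = 0.783), and its fold lies above 1 without the 25 °C library M4R (log2 fold change 0.03). The folds are on the log2(FPKM + 1) scale, which understates the change of transcripts at low FPKM, and HMEPH_09138-RA stood at 0.427 ± 0.0398 FPKM (SD, n = 3) at 25 °C and 1.20 ± 0.351 FPKM (SD, n = 9) at 38–40 °C. The marks of increased expression in Table 3 come from these libraries too, so the folds are not independent of them.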

Note that *ω*_2_ is constrained to be greater than or equal to 1 (positive to neutral selection). Δ, expression increased 1.5× under heat stress. ΔΔ, expression increased 2× under heat stress. LnL = log likelihood from PAML output

### AIG1 expansion

AIG1 was originally identified as a pathogen response gene in plants^44^, but is also involved in survival of T cells in mammals, where they were named immune-associated nucleotide binding proteins (IANs),^45^ or GTPase of immunity-associated proteins (GIMAPs)^46^. These proteins function as GTP-binding molecular switches controlling cell fates^46^. AIG1 was originally reported to be completely absent from nematodes^45^, but by relaxing the statistical stringency we find a single copy of the domain (Y67D2.4) in *C. elegans* annotated as a homolog of human mitochondrial ribosome associated GTPase 1 (MTG1), suggesting a possible divergence and expansion of the GTPase superfamily in *H. mephisto* and other nematodes. Consistent with this, blastp against the nr database and HMMER search of Uniprot reference proteomes identified hundreds of matches with low percent identity (~30%) to the AIG1s identified in *H. mephisto*. Nonetheless, the matches range from 250 to 300 amino acids in length and with e-values from 1e-20 to 1e-30; they come from species as diverse as nematodes, fungi, arthropods, and the parasitic protist *Giardia intestinalis*. These sequences are generally annotated as uncharacterized or hypothetical proteins, though some are annotated as p-loop containing nucleoside triphosphate hydrolases, suggesting a large GTPase protein family, previously uncharacterized, resides within eukaryotes.

Consistent with the relatively low percent identity of these genes, most did not align well with the *H. mephisto* sequences, and if they did align, they did not show good bootstrap support in phylogenetic trees. This suggests the eukaryotic superfamily of GTPases is comprised of distinct and divergent subfamilies, only one of which is the AIG1 domain expanded in *H. mephisto*. We ultimately were able to obtain good alignments and well-supported phylogenetic trees from only 17 nematode species: an AIG1-like cluster including *H. mephisto, Diploscapter coronatus, D. pachys, A. suum*, and *P. redivivus*, while a separate MTG1-related cluster includes the *Caenorhabditis* sequence and other nematodes (Fig. 3a). Notably, the two distinct clusters resolve with 100% bootstrap support, and while the MTG1-related cluster includes members of all sequenced nematode clades (I, III, IV, and V; no Clade II genomes are currently available^47^), the AIG1-like group includes only members of clades III–V, suggesting a potential origin in the Chromadoria^47^ and extensive amplification in *H. mephisto* (Fig. 3a).

**Fig. 3:**
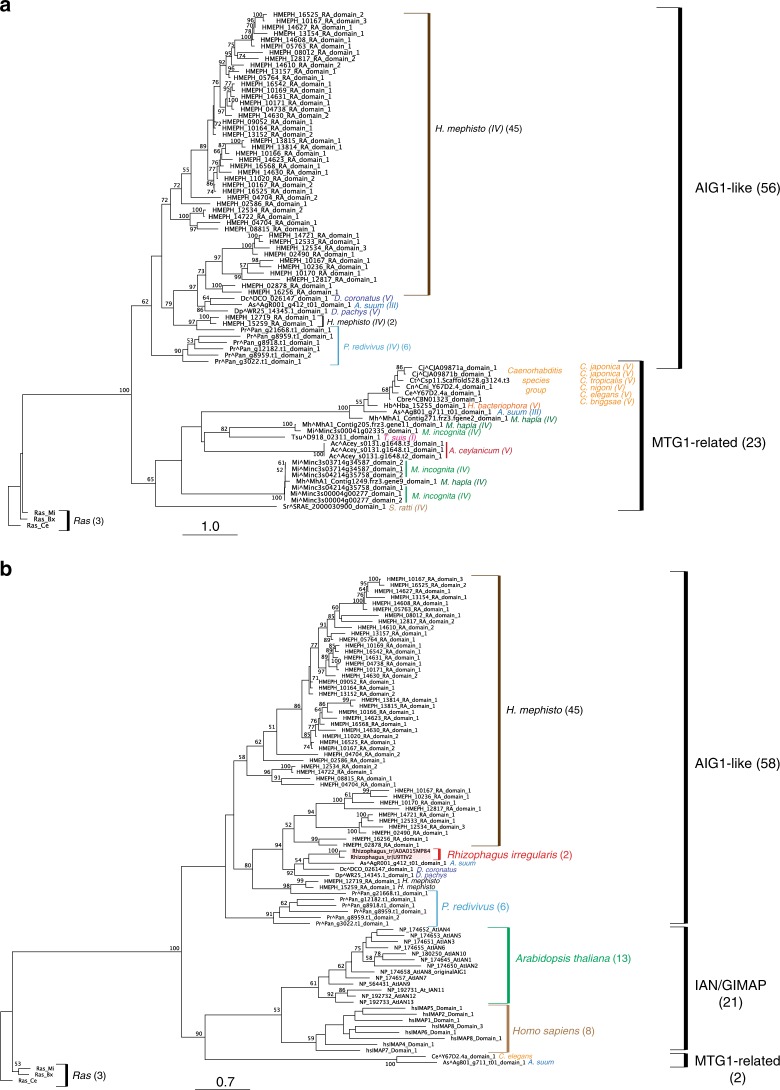
Phylgenetic analysis of AIG1. **a** Nematode-only RAxML tree of 17 species showing two clusters: MTG1-related and AIG1-like groups. **b** Nematode, human, *Arabidopsis*, and fungal RAxML tree illustrating potential HGT event. IAN/GIMAP are synonyms of AIG1, the original names given to plant and vertebrate sequences^46^. Two fungal (*Rhizophagus irregularis*) AIG1-like sequences highlighted in light red boxes. For both trees, branch numbers indicate bootstrap support from 200 replicates, and scale bar represents substitutions per site. The sequences used in both trees are indicated with Wormbase (nematode), UniProtKB (*Rhizophagus irregularis*) or Genbank Accessions (other species)

In order to relate these nematode GTPase subfamilies with the previously identified AIG1/IAN/GIMAP sequences from vertebrates and plants^45,46^ we built a tree including a broader taxonomic sampling beyond nematodes (Fig. 3b). To simplify the tree, we included only six nematodes in this analysis, five of which we previously characterized as having the AIG1-like genes: *H. mephisto*, *P. redivivus*, *A. suum, D. coronatus*, and *D. pachys*, and the *C. elegans* representative of the MTG1-related proteins. In this tree the original IAN/GIMAP human–plant cluster was recovered^45,48^ but deeply rooted from the MTG1-related side of the phylogeny with good branch support (Fig. 3b). We found two sequences from *Rhizophagus irregularis*, a plant–root associated fungus, resolve cleanly into the newly discovered AIG1-like group including *H. mephisto* (Fig. 3b). The *R. irregularis* sequences are from two single-nucleus genome sequences, accessions EXX68593.1 and EXX68414^49^. These data suggest that, in contrast to reports of AIG1 being absent in invertebrates^45,50^ Clade III–V nematodes do have a previously unknown member of this protein family potentially derived from an ancient horizontal gene transfer from a rhizobial fungus. *D. pachys* has been reported to inhabit the rhizobial zone of plant roots^37,51^, where it is ideally situated to acquire horizontally transferred genes from cohabiting fungus. Given that we found five nematode species host orthologs of the AIG1-like domain in their genomes (Fig. 3a) the HGT event must have been in a Chromadorean ancestor lineage, not in contemporary *D. pachys*, though *H. mephisto* has undergone a spectacular expansion of this gene family that is not present in the other lineages, most of which have only a few copies (Fig. 3a). The divergence of suborders Rhabditina (*C. elegans*, *D. pachys*, *D. coronatus*) and Tylenchina (*P. redivivus* and *H. mephisto*) has been estimated at 22 million years ago using molecular clock methods^52^. *A. suum* is a member of Spirurina and separated from the Rhabditina 80 million years ago^53^, and the putative HGT event must predate these divergences. While inter-domain HGT into eukaryotes has been controversial, transfer from fungus to *C. elegans* has been documented, setting a precedent for this hypothesized HGT event^54^. Preliminary analysis of codon bias to test for HGT was performed, but caution has been urged given this method’s propensity for misleading results^55^; indeed while we found the codon usage of AIG1 genes differed statistically from the rest of *H. mephisto* coding sequences, this was also true for our control datasets including collagens, tubulins, and even Hsp70, so we abandoned this approach.

### Genes differentially expressed under heat stress

We performed a comprehensive differential expression analysis of *H. mephisto* transcripts whose expression changes under heat stress, and found that while Hsp70 transcripts are statistically upregulated on exposure to heat, AIG1 transcripts are not (Fig. 4a). 

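RNA was taken from mixed populations of *H. mephisto* grown for 2 to 4 weeks at one constant temperature, and 12 stranded, ribosome-depleted libraries were sequenced. Of these, 3 came from 25 °C, 3 from 38 °C and 6 from 40 °C. The paper states at least 60 M reads per sample, paired and 50 bp long, from inserts of 175 bp on average. The authors aligned the reads, assembled transcripts and estimated expression as FPKM, fragments per kilobase of transcript scaled to the mapped fragments of the library; the submitters' processing notes name TopHat2 2.1.1 and StringTie 1.3.4. The deposited table holds FPKM values for 28068 transcripts of 14687 loci, of which 6194 loci have more than 1 transcript. Every transcript had a summed FPKM over the 12 libraries of at least 5, the lowest being 5.00. The table gives no reads per transcript, and between any 2 libraries at most 0.676% of the ratios of values under 1 FPKM fell within one bin of 0.1%, where whole reads would give shared steps, so the depth of a single value is unknown. FPKM summed to between 453098 and 496041 in the libraries at 25 °C, between 414874 and 436953 at 38 °C and between 397854 and 526800 at 40 °C. The 5 most abundant transcripts took 7.23 to 27.8% of a library. Nothing in the sources used here says that the libraries of a temperature came from separate cultures, so p-values measure the spread between these libraries, which may be technical. The gene name column of the table holds gene identifiers only, with no protein names or domains. Hsp70 and AIG1 transcripts were found by matching all 12 values, to 6 significant digits, to the Source Data of Fig. 4a, and each of the 142 Hsp70 and 57 AIG1 transcripts matched a single row. Following the paper, 38 and 40 °C were pooled as high temperature (n = 9) and compared with 25 °C (n = 3). The comparison used limma with a variance trend on log2(FPKM + 1), with Benjamini-Hochberg adjustment over all transcripts, and a transcript was called at an adjusted p under 0.05 and at least a 2-fold change. A gene family was compared by its mean log2(FPKM + 1) per library, with an exact 2-sided permutation test over all 220 splits of the libraries.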

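As a family, transcripts of the chaperone Hsp70 were higher under heat, whereas no difference was detectable in the mean of the family of AIG1, GTP-binding molecular switches. A test for AIG1 members changing in either direction passed, but it does not set them against other transcripts. Averaged over the 142 Hsp70 transcripts, log2(FPKM + 1) was 1.50 ± 0.0568 (SD, n = 3 libraries) at 25 °C and 1.92 ± 0.160 (SD, n = 9) at 38–40 °C, and each of the 9 heat libraries lay above all 3 libraries at 25 °C. The rise of 0.42 on the log2 scale has an exact permutation p of 0.00455, the smallest p that 220 splits allow. It was larger at 40 °C (mean 2.01 ± 0.0741, SD, n = 6) than at 38 °C (1.73 ± 0.104, SD, n = 3; exact permutation test of this difference, p = 0.0119). For AIG1 the means were 1.11 ± 0.0514 (SD, n = 3) at 25 °C and 1.11 ± 0.147 (SD, n = 9) at 38–40 °C, with an exact permutation p of 0.973. The sign of its small difference turns under other settings, upper quartile scaling among them (−0.0045 as deposited, 0.019 after scaling). Its difference at 40 °C from 38 °C, 0.13, had an exact permutation p of 0.25. Against all other transcripts, the Hsp70 set ranked higher at a preset correlation of 0.01 between members (camera, p = 3.47e-10), but p = 0.0745 with an estimated correlation. AIG1 gave p = 0.420 with the preset correlation and p = 0.801 with an estimated correlation. In fry, which tests a family without setting it against other transcripts, the test for one direction gave p = 0.00141 for Hsp70 and 0.766 for AIG1, and that for either direction p = 6.29e-06 and 9.17e-06; the mean squared moderated t of the members, a test added after these values were seen, was 5.64 for Hsp70 and 3.71 for AIG1, each the largest of the 220 splits (exact permutation p = 0.00455). The tests for either direction do not set a family against other transcripts, so they do not show that AIG1 members changed more than others. At an adjusted p under 0.05 with no fold threshold, 3 of the 57 AIG1 transcripts (all lower) and 1380 of all 28068 passed in limma. Among the 8 libraries with titles starting with M, which leave out 4 of the 6 at 40 °C, the Hsp70 rise was 0.34 (exact permutation p = 0.0357) and the AIG1 difference −0.02 (exact permutation p = 0.964). The log2 of the summed Hsp70 FPKM, in which a few abundant transcripts weigh most, differed by 0.32 with an exact permutation p of 0.0909. The paper concludes that Hsp70 transcripts are upregulated on exposure to heat while AIG1 transcripts are not (Fig. 4a).

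**Figure D1:**
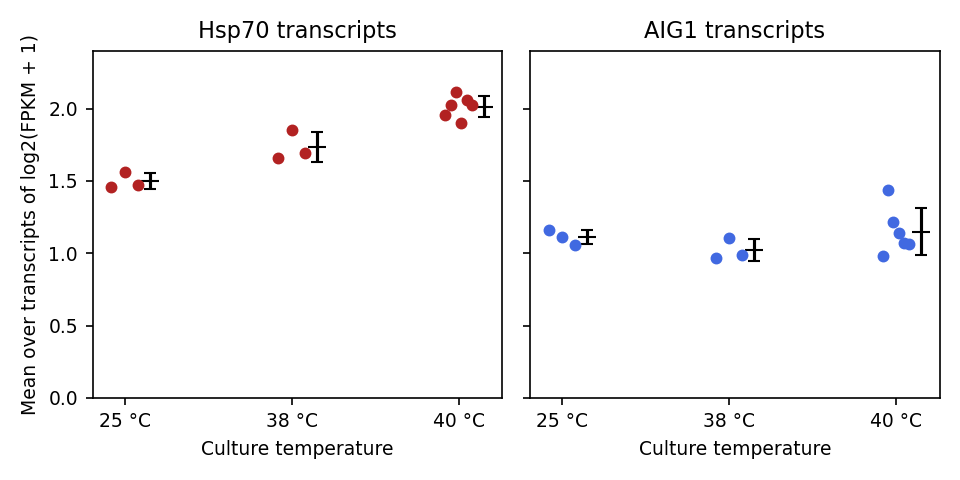
Mean over the 142 Hsp70 (left) and 57 AIG1 (right) transcripts of log2(FPKM + 1) by culture temperature; each point is a library and bars give the mean and SD. All 9 Hsp70 points at 38 and 40 °C lie above the 3 at 25 °C, whereas the AIG1 points overlap.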

Analyzing all transcripts, we identified 285 heat-upregulated and 675 heat-downregulated (Fig. 4b). 

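At 38–40 °C, 259 transcripts were higher and 460 lower than at 25 °C in limma. Of these, 235 and 435 are also called higher and lower in the authors' deposited table, which holds 285 and 675. The transcript with the largest rise whose values at 25 °C all lay below those of the heat libraries was HMEPH_02640-RA, which went from 0.891 ± 0.184 FPKM (SD, n = 3) to 118 ± 99.8 FPKM (SD, n = 9), a log2 fold change of 5.65 (standard error 0.546, adjusted p = 0.000220 from limma). The next was the shorter *sax-2* isoform MSTRG.2841.2. The largest falls were those of HMEPH_13900-RA, from 655 ± 648 to 38.7 ± 76.5 FPKM (log2 fold change −5.58, standard error 1.36, adjusted p = 0.0378 from limma), and HMEPH_13014-RA, from 60.6 ± 7.65 to 1.58 ± 3.35 FPKM (log2 fold change −5.28, standard error 0.723, adjusted p = 0.00240 from limma). HMEPH_13014-RA is listed at 0 in 7 of the 9 heat libraries. The files do not pair these identifiers with names. The size of the fall of HMEPH_13900-RA rests in part on M4R, at 1403 FPKM against 273 and 288 FPKM in the other 2 libraries at 25 °C; without M4R its log2 fold change was −4.81, and under heat its highest value was 233 FPKM in M7R. Its call ends without any of the 3 libraries at 25 °C and in 9 further alternatives, the adjusted p reaching 0.141. With a pseudocount of 0.1 in place of 1 the counts became 737 higher and 446 lower. Leaving out a 25 °C library reduced them to 86 and 147 (without M3R), 168 and 335 (without M4R) or 100 and 179 (without M5R).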

Because many upregulated transcripts were unknown, and the upregulated set is small, Gene Ontology analysis identified no enriched categories. However, the downregulated set of transcripts was enriched in peptidases, as well as cuticle components and ornithine-oxo-acid transaminase (Table 4 and Fig. 4b). The downregulation of cuticular component is entirely driven by 13 collagens (out of 89 genes in the genome).

**Fig. 4:**
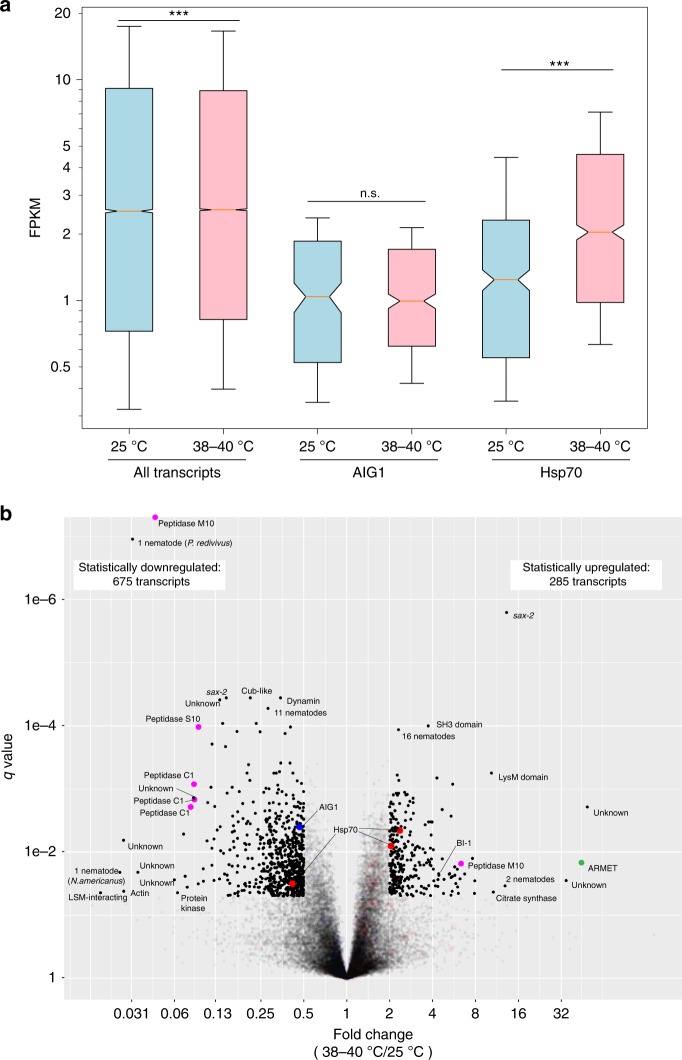
Transcriptome analysis of gene expression in *H. mephisto*. **a** Boxplot showing that Hsp70 transcripts are induced on heat while AIG1 transcripts are unchanged. Box shows median (center line) and first and third quartiles, while whiskers indicate the 15th to 85th percentiles, and notches represent confidence intervals. *p* Values obtained by two-tailed Mann–Whitney test. Source data are provided as a Source Data file. **b** Volcano plot of gene expression fold change comparing heat (combined replicates: 38°, *n* = 3, and 40°, *n* = 6) versus 25 °C control (replicates, *n* = 3). Statistically altered transcripts, defined as *q* value less than 0.05 and upregulated or downregulated at least twofold under heat-stress conditions (38–40 °C) relative to 25 °C controls, are indicated with luminosity of 1 while nonsignificant are luminosity 0.1. The *q* value was obtained from the stattest() function within the Ballgown R package. Genes labeled “Unknown” are novel, as discussed in the text. Proteins encoding no recognizable domain but matching other nematodes by blastp are indicated with the number of nematode species matched (out of the 28 used in constructing the blast database). For genes matching only a single other nematode, the species is given in parenthesis. Color key: red: Hsp70, blue: AIG1, green: ARMET, and magenta: peptidases. *Abbreviations*: Sax-2 *sensory axon guidance 2*, *LSM* like SM. BI-1, Bax Inhibitor—1, ARMET arginine-rich, mutated in early-stage tumors. Source data are provided as a Source Data file

**Table 4:** GO terms enriched in *H. mephisto* genes downregulated under heat stress

GO identifier	Name	Ratio in study	Ratio in population	p_uncorrected	p_bonferroni
GO:0008234	Cysteine-type peptidase activity	19/649	133/28,062	4.83E-07	0.0014
GO:0042302	Structural constituent of cuticle	13/649	89/28,062	9.91E-07	0.0029
GO:0004587	Ornithine-oxo-acid transaminase activity	3/649	3/28,062	1.23E-05	0.0362

*p* values from GOATOOLS Python package's find_enrichment.py script

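In limma, 4 of the 142 Hsp70 transcripts were at least 2-fold higher at 38–40 °C, 1 was lower and 137 did not pass. Adjusted over the list alone, 6 were higher and 1 lower. HMEPH_13579-RA rose from 4.76 ± 1.94 FPKM (SD, n = 3) at 25 °C to 14.6 ± 5.69 FPKM (SD, n = 9), a log2 fold change of 1.41 (adjusted p = 0.0462 from limma), and was above all 3 libraries at 25 °C in 8 of 9 heat libraries. HMEPH_12059-RA went from 2.64 ± 0.829 to 7.34 ± 2.22 FPKM, and HMEPH_16233-RA from 2.63 ± 0.319 to 6.62 ± 1.34 FPKM (log2 fold change 1.05, adjusted p = 0.0107 from limma). MSTRG.382.1 rose from 0.654 ± 0.445 to 2.72 ± 1.07 FPKM (log2 fold change 1.15, adjusted p = 0.0271 from limma). HMEPH_16538-RA was next, at 2.39 ± 0.262 and 5.48 ± 0.912 FPKM, short of 2-fold on the log2(FPKM + 1) scale (1.90-fold). With a pseudocount of 0.1 its log2 fold change was 1.15 (adjusted p = 0.00733 from limma), past the threshold. HMEPH_16273-RA fell from 5.51 ± 1.33 to 1.77 ± 0.910 FPKM (log2 fold change −1.28, adjusted p = 0.0268 from limma), and all 9 heat libraries lay below the 3 at 25 °C. Without the fold threshold, 16 Hsp70 transcripts were higher and 1 was lower at an adjusted p under 0.05. Values of related transcripts that share reads are uncertain. HMEPH_12059-RA is the only transcript of its locus, but summed over their loci the other 3 higher transcripts do not pass. The locus of HMEPH_13579-RA changed 1.22-fold (adjusted p = 0.522 from limma on summed FPKM) and that of MSTRG.382.1 1.42-fold (adjusted p = 0.149). That of HMEPH_16233-RA changed 1.95-fold (adjusted p = 0.00209), from 3.09 to 7.04 FPKM, short of 2-fold on the log2(FPKM + 1) scale. Over all loci of the family, 3 were higher and 1 lower by summed FPKM, that of HMEPH_12059-RA among the higher. The higher count fell to 0, 1 and 0 without M3R, M4R and M5R, the 25 °C libraries, and the fall of HMEPH_16273-RA was then not called; with a pseudocount of 0.1 the count was 15, at 38 °C alone 1 and among the M-titled libraries 2. In the fits without 1 library, HMEPH_13579-RA was called only without library 10 or 11.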

As noted, Hsp70 transcripts respond to heat (Fig. 4a) but with two exceptions they do not make the twofold cutoff, and one is actually statistically inhibited on heat stress (Fig. 4b). One AIG1 transcript is included in the statistically downregulated set (Fig. 4b). 

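Among the 57 AIG1 transcripts 1 fell, 0 rose and 56 did not pass in limma, and the counts were the same when adjusted over the list alone. Without the fold threshold, 0 were higher and 3 lower at an adjusted p under 0.05, and 1 and 4 when adjusted over the list alone. HMEPH_14627-RA fell from 4.01 ± 0.338 FPKM (SD, n = 3) at 25 °C to 1.34 ± 0.392 FPKM (SD, n = 9) at 38–40 °C, a log2 fold change of −1.11 (standard error 0.172, adjusted p = 0.00544 from limma), and was lower in 9 of 9 heat libraries than in any at 25 °C. It remained called in each leave-one-out fit. At an unadjusted p under 0.05, 6 AIG1 transcripts were higher and 9 lower in limma. Such a p was common: at 40 °C against 25 °C, in a model with 3 temperatures, 6553 of all 28068 transcripts had one. These counts therefore do not show that AIG1 transcripts changed more than others. Of the 57, 30 had a log2 fold above 0. With a pseudocount of 0.1, 2 were higher and 3 lower, and at 38 °C alone 1 was higher and 2 were lower. The unmoderated F test also called 0 higher and 1 lower.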

An intriguing finding is SAX-2 (Sensory AXon guidance 2), a protein involved in neuronal development in *C. elegans*^56^, and whose inactivation causes a variety of developmental, cellular, and behavioral phenotypes^57^. In *H. mephisto* heat stress causes an isoform switch, with a longer version, MSTRG.2841.1, expressed exclusively at 25 °C and a shorter version, MSTRG.2841.2, exclusively expressed at 38–40 °C. Thus, *sax-*2 is identified as a transcript both heat-upregulated (12.9-fold) and heat-downregulated (7.0-fold) on the volcano plot (Fig. 4b). 

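The longer *sax-2* isoform MSTRG.2841.1 fell from 13.9 ± 1.33 FPKM (SD, n = 3) at 25 °C to 1.16 ± 0.334 FPKM (SD, n = 9) at 38–40 °C, a log2 fold change of −2.79 (standard error 0.164, adjusted p = 5.21e-06 from limma). It was still present in every heat library, at 0.796 to 1.81 FPKM. The shorter isoform MSTRG.2841.2 is listed at 0 in all 3 libraries at 25 °C and stood at 12.5 ± 1.95 FPKM (SD, n = 9) under heat (adjusted p = 1.44e-07 from limma). Of the FPKM of both isoforms, the longer held 100% at 25 °C and 8.63 ± 2.56% (SD, n = 9) at 38–40 °C (exact permutation p = 0.00455, the smallest that 220 splits allow). The share was 8.99 ± 1.12% (SD, n = 3) at 38 °C and 8.45 ± 3.14% (SD, n = 6) at 40 °C, a difference that was not detectable (exact permutation p = 0.821). The paper names these isoforms from the same libraries, so the tests are not independent of that choice. By the paper's account the isoforms differ in a small part of their length only, so their values rest on how shared reads were assigned. The third transcript of the locus, HMEPH_07446-RA, rose from 0.0470 ± 0.0320 to 2.80 ± 0.982 FPKM (log2 fold change 1.82, adjusted p = 0.00155 from limma). Summed over the 3 transcripts, the locus held 13.9 ± 1.34 FPKM (SD, n = 3) at 25 °C and 16.5 ± 2.02 FPKM (SD, n = 9) under heat, a log2 fold change of 0.22 (standard error 0.144, adjusted p = 0.291 from limma on summed FPKM).

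**Figure D2:**
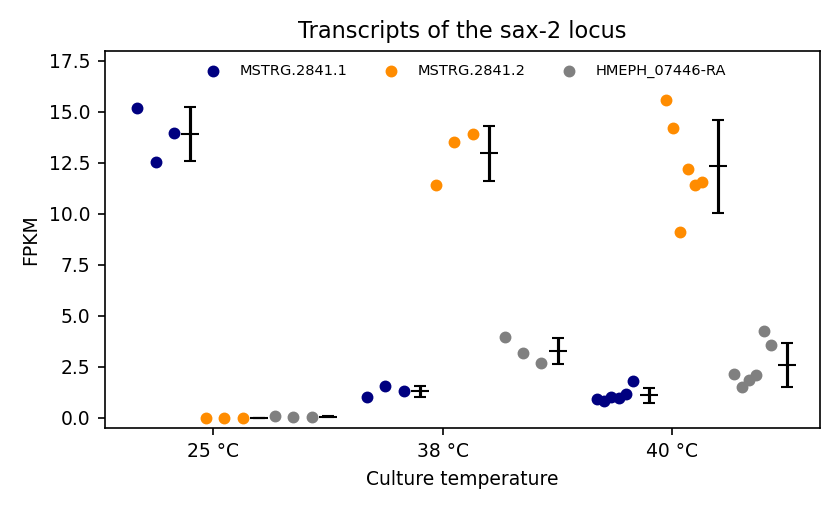
FPKM of the 3 transcripts of the *sax-2* locus by culture temperature; each point is a library, and bars give the mean and SD. MSTRG.2841.1 lies at 12.5 to 15.2 FPKM at 25 °C and MSTRG.2841.2 at 9.09 to 15.6 FPKM at 38 and 40 °C.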

The long isoform is 9,286 bp and encodes a 3,016 amino acid (aa) protein, with the alternative isoform being 132 basepairs shorter owing to an 84 bp change in transcriptional start site and alternate 3′ splice site choice for exon 10 (of 16 exons total). These isoform differences only result in a 16 aa deletion from the predicted protein. Given that the protein is ~3,000 aa, and the 16 aa change does not significantly alter the encoded domains (identified by HMMER as MOR2_PAG1 N, mid, and C-terminal domains), the functional implication of the transcriptional shift and alternative splicing of SAX-2 remains to be investigated in future work.

Among the most strongly heat-induced transcripts was arginine-rich, mutated in early stage tumors (ARMET), also called mesencephalic astrocyte derived neurotrophic factor (MANF), a gene involved in the unfolded protein response (UPR) in the ER^58^. ARMET was upregulated over 44-fold by heat in *H. mephisto* (Fig. 4b). 

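The deposited table holds no protein names. Past the threshold, 1 transcript in the authors' deposited table has a fold of 44 or more and under 45, HMEPH_10756-RA, and it is taken here as ARMET, a protein of the endoplasmic reticulum, on that basis alone. HMEPH_10756-RA stood at 0.523 ± 0.183 FPKM (SD, n = 3) at 25 °C and 81.2 ± 36.0 FPKM (SD, n = 9) at 38–40 °C, a log2 fold change of 5.23 (standard error 1.10, adjusted p = 0.0222 from limma), or 37.4-fold on the log2(FPKM + 1) scale. It was between 68.3 and 118 FPKM in 8 of the 9 heat libraries. In the remaining heat library, M8R at 40 °C, it was at 0.378 FPKM, within the range of 0.312 to 0.634 FPKM at 25 °C. Its locus, MSTRG.11793, holds other transcripts that were expressed at 25 °C. MSTRG.11793.1 was at 25.0 ± 1.45 FPKM (SD, n = 3) at 25 °C. Under heat it was at 22.6 FPKM in M1R, 23.8 FPKM in 14 and 30.8 FPKM in M8R, and between 0.758 and 1.27 FPKM in the other libraries. HMEPH_10755-RA was at 34.5 ± 3.10 FPKM at 25 °C and 30.6 ± 13.8 FPKM under heat, and neither passed the test (adjusted p = 0.185 and 0.719 from limma). The summed FPKM of the locus rose from 60.0 ± 4.30 (SD, n = 3) to 121 ± 29.5 (SD, n = 9), a 1.95-fold change (adjusted p = 0.0134 from limma on summed FPKM). HMEPH_10755-RA and HMEPH_10756-RA carry different HMEPH numbers, so the locus may join several predicted genes. Its sum therefore need not measure ARMET alone. The call of HMEPH_10756-RA ends without M3R, M4R or M5R (adjusted p = 0.103, 0.0760 and 0.0894 from limma), at 40 °C alone (adjusted p = 0.0879) and among the M-titled libraries (log2 fold change 4.45, adjusted p = 0.113). Without M8R the log2 fold change was 5.90, or 59.5-fold (adjusted p = 1.16e-07 from limma). HMEPH_10756-RA and the other transcripts of the locus were chosen after their values were seen.

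**Figure D3:**
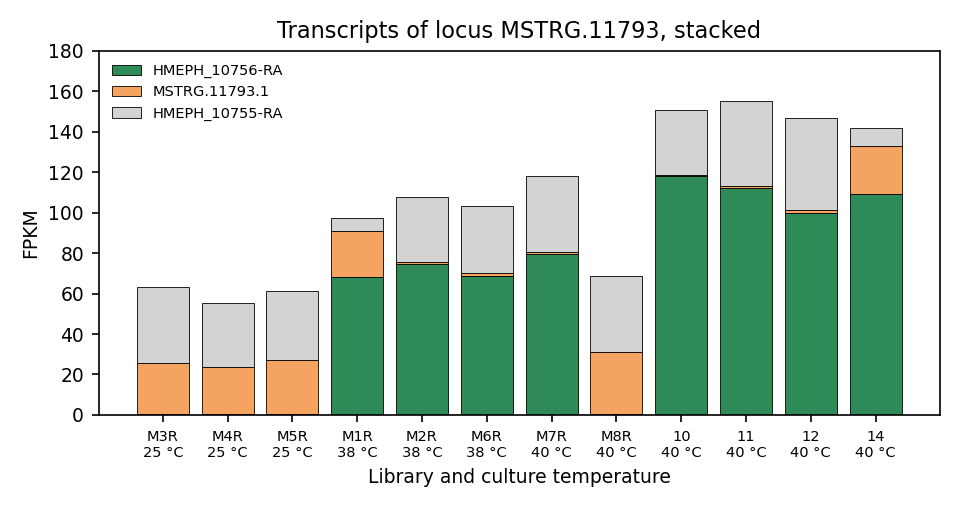
FPKM of the 3 transcripts of locus MSTRG.11793, stacked, in each of the 12 libraries. HMEPH_10756-RA makes up most of the bar in 8 of the 9 heat libraries and is near 0 in the 3 libraries at 25 °C and in M8R at 40 °C, whose bar reaches 68.4 FPKM.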

In mouse and human cells, ARMET interacts directly with the ER Hsp70 protein BIP/GRP78^59^. Therefore, under hot conditions it may be vital for *H. mephisto* to co-express Hsp70 and ARMET, particularly if they synergize in responding to the damage due to heat in different cellular compartments, Hsp70 in cytosol and ARMET in ER. It appears that *H. mephisto* has developed different genomic strategies for upregulating these two genes: mild upregulation of many paralogous genes (Hsp70) versus extremely highly induced expression of a single-copy gene (ARMET). 

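Over the 142 Hsp70 transcripts of 102 loci the median fold was 1.33 on the log2(FPKM + 1) scale, and 119 (83.8%) had a fold above 1. Adjusted over the list alone, 38 were higher and 1 was lower at an adjusted p under 0.05 with no fold threshold. At an unadjusted p under 0.05, 52 were higher and 1 lower in limma. Over all 28068 transcripts the median log2 fold was 0.051. At 40 °C against 25 °C, in the model with 3 temperatures, 6553 of all transcripts had an unadjusted p under 0.05 in limma, so such a p was common. The transcript taken as ARMET is 1 of 3 transcripts of its locus in the deposited table, but that locus may join several predicted genes.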

Regardless, ARMET is a strong marker of ER stress with cytoprotective roles^58,60,61^.

Another upregulated transcript was Bax Inhibitor-1 (BI-1), which was upregulated fourfold (Fig. 4b). BI-1 is a conserved antiapoptotic protein that prevents ER stress-induced apoptosis^62^. BI-1 interacts, binds and suppresses IRE1α activity by canceling its endoribonuclease and kinase activity activity to promote cell survival^63^. As an ER stress pro-survival factor^62^, BI-1 potentially compensates for the lack of heat induction of AIG1, which plays a similar role inhibiting apoptosis^46^, but may be more specifically tuned to the UPR response.

## Discussion

As the founding genome sequence of the *Halicephalobus* genus, *H. mephisto* illuminates previously unexplored territory. *H. mephisto* separated from *Caenorhabditis* at least 22 million years ago^52,64^, and likely over 100 million years ago^65^, though calibrating the nematode molecular clock is difficult because of their poor fossil record^64^. Our data suggest that nematodes access the deep subsurface from surface waters facilitated by seismic activity^66^. This ransition from surface to deep subsurface would be expected to exert strong selective pressures on their genomes, which in nematodes are particularly evolutionarily dynamic^6,7,10–12^. Therefore, we speculate that the *H. mephisto* divergence may reflect selection more than neutral genetic drift, making it a particularly informative genome. Consistent with this, the expanded Hsp70 and AIG1 gene families are extremely divergent from earlier exemplars, residing on extended branches in phylogenetic analysis (Figs. 2 and 3), and positive selection was detected along several lineages of the Hsp70 phylogeny (Fig. 2b).

We investigated the novelty of *H. mephisto*’s 16,186 protein-coding genes by a combination of domain search (HMMER against the Pfam-A database), blastp against the manually curated high-confidence Uniprot-Swisprot database, blastp against the combined proteomes of 28 nematode species (listed in Methods), and Interproscan 5 analysis. At an e-value of 1e-4 we found 10,567 proteins identified by one or more of these methods, leaving 5,619 unknown genes (34.7% of 16,186) lacking domains or any recognizable homology. Nevertheless, 3,599 (64.0%) of the unknown genes are expressed (defined as having at least 5 FPKM across 12 replicates) increasing our confidence they are real genes. Genes whose expression was not detected in our analysis may be expressed at extremely low levels (below 5 FPKM across all replicates) or be expressed under different environmental conditions than the laboratory culture we employed. We conclude that these 5,619 completely unknown genes, and particularly their 3,599 expressed subset, are intriguing candidates for functional adaptation to the deep terrestrial subsurface.

These data are consistent with a previous report that new nematode genomes tend to yield around 33% proteins that are unrecognizable outside their genus^6^, given that *H. mephisto* is the first of its genus to be sequenced fully. As a control we examined the proteome of *P. redivivus*, using the identical protein-identification pipeline, finding 33.8% unknown genes, quite similar to the numbers for *H. mephisto*. We also tested the pine wood nematode, *Bursaphelenchus xylophilus*, and identified 25.6% unknown genes. Like *H. mephisto, P. redivivus*, and *B. xylophilus* are the first genomes of their respective genera to be sequenced. When a within-genus comparison is available, the number of novel genes has been reported to drop to around 10%^6^, which we tested by examining the proteins of *Meloidogyne hapla*, which has a within-genus match to *M. incognita* in the 28 nematode blast database. Consistent with predictions, we identified 8.4% unknown proteins in *M. hapla*. Therefore, we conclude that while the genomic plasticity we observe for *H. mephisto* is significant, the number of unknown genes is broadly consonant with nematode molecular systematics showing that roundworm genomes are extremely dynamic. The novelty of the *H. mephisto* genes reflect a combination of evolutionary adaptation and a lack of closely related comparative *Halicephalobus* species in databases. Supporting this, of the 1,730 genes that match nematode genome(s) only, and were not identified by Interproscan, Uniprot-Swissprot, or Pfam, 1,480 of them match *P. redivivius* (Supplementary Fig. 2A), the nearest sequenced nematode relative of *H. mephisto* (Fig. 1a). These 1730 genes are not widely conserved even among roundworms, with only 17 (1%) of them identified in all 28 species and most (511) identified in only one other species (Supplementary Fig. 2B); unsurprisingly the majority of these (399, 78%) were only found in *P. redivivus*.

The assembled genome of *H. mephisto* is smaller (61.4 Mb) than most other sequenced nematode genomes with the exception of *M. hapla* (54 Mb)^67^ and *M. incognita* (47–51 Mb)^68^, though similar in size to the most closely related species, *P. redivivus* (64.4 Mb)^18^. *H. mephisto* reproduces via parthenogenesis^1^, while both *M. hapla* and *M. incognita* are facultatively parthenogenetic^67,68^. In *Caenorhabditis*, loss of males has been linked to genome shrinkage^11^. In *M. incognita*^68^ and *D. pachys*^69^ the loss of sexual reproduction leads to functional haploidization as alleles diverge into paralogs across the genome (leading to most genes being present as duplicate, divergent copies). The conversion of a diploid into a functional haploid genome is associated with three predominant changes: (1) a high degree of heterozygosity as lack of recombination leads to high divergence between alleles, now paralogs, (2) assembly of a haploid genome, and (3) detection of two copies of most genes that are single-copy in other organisms^68,69^.

The heterozygosity we observed in *H. mephisto* is modest: the kmer frequency distribution from Illumina reads shows two prominent peaks consistent with approximately 1% heterozygosity^70^ (Supplementary Fig. 3A) and mapping reads back to the assembly identified 707,190 snps and 55,683 indels (762,873 total variants) confirming an overall snp heterozygosity of 1.15%. In contrast, *D. pachys* displays 4% heterozygosity^69^.

The *H. mephisto* genome assembly we obtained is largely haplotype-merged: mapping the reads back to the genome shows that 59.7 Mb of the assembled sequence (97%) is at haplotype-merged coverage (102×) and only 1.7 Mb (3%) exists as potentially diverged haplotypes at lower coverage (Supplementary Fig. 3B). In agreement, CEGMA analysis of assembled reads (Supplementary Fig. 3C) and fragments (Supplementary Fig. 3D) are predominantly single peaks at approximately 100× coverage.

Allele-to-paralog conversion results in two recognizably distinct gene copies, or paralogs, in the genome. In the *D. pachys* genome CEGMA found an average of 2.12 copies of each core eukaryotic ortholog^69^ yet in *H. mephisto* CEGMA^13,14^ reported an average 1.19 copies of each gene while BUSCO^16^ identified 97% single-copy genes. We therefore conclude that *H. mephisto* exhibits very little functional haploidization into paralogs, and it may represent an early evolutionary stage in this process.

It is important to verify that amplified Hsp70 and AIG1 gene families do not represent assembly errors. One way this could happen is if an assembler produces multiple overlapping contigs encoding the same locus, leading to artifactually high gene copy numbers. In that case multiple near-identical copies of the genes would be present. To test this, we extracted the corresponding nucleotide sequences for each family and performed within-family, all-vs.-all blastn at an evalue of 1e-4 and filtered for nonself matches. These nonself matches were relatively divergent: the best nonself within-family blastn match for 112 Hsp70 loci averaged 86.4% identity at the nucleotide level (Supplementary Fig. 4A) and for 63 AIG1 loci averaged 89.7% identity (Supplementary Fig. 4B). Given the observed genomic heterozygosity is only 1.15%, these data suggest that the Hsp70 and AIG1 genes are diverged paralogs and neither allelic copies nor redundant misassemblies. As a control we extracted 65 collagen genes and performed the same analysis. As might be predicted for an ancient and highly divergent gene family, 74% of collagen genes lacked within-family nonself blast matches entirely, though those that matched averaged 86.6%, similar to Hsp70 (Supplementary Fig. 4C). These sequence divergences are greater than a control analysis performed by blast of the assembly to itself (Supplementary Fig. 4D). We conclude that the expanded Hsp70 and AIG1 families represent parology rather than assembly redundancy artifact.

Often repetitive elements are collapsed by assemblers, so we checked that Hsp70 and AIG1 are not collapsed repeats, which would cause under-representation of their family diversity. Mapping raw reads onto the assembled genome indicates the collapsed repeats as regions of elevated coverage^71^. By mapping the raw reads back to the *H. mephisto* genome we found that the coverage of both Hsp70 and AIG1 families are not elevated relative to the entire genome (Supplementary Fig. 3E). Overall, we conclude that the Hsp70 and AIG1 genes identified in this study are true paralogs, neither over nor underrepresented in the genome.

*D. pachys* is remarkable for having fused its chromosomes together into a single linkage group and eliminating telomeres. However, over 6,000 telomeric repeat-containing reads (at least four copies of TTAGGC_,_ the *C. elegans* telomeric repeat^72^) were present in the raw Illumina data from *H. mephisto*. By extracting read pairs with telomeric repeats in at least one read, merging them with PEAR^73^, and assembling them with MIRA we were able to identify 7 unique subtelomeric regions, suggesting that while the number of *H. mephisto* chromosomes may be reduced relative to *C. elegans*, they are not fused as in *D. pachys*. Consistent with this, we find two homologs of the telomeric gene Protection of Telomeres (POT1) in *H. mephisto* relative to the three in *C. elegans*, all of which are lost in *D. pachys*^69^. Also in contrast to *D. pachys*, we were able to identify Telomerase Reverse Transcriptase (TERT) in *H. mephisto*, suggesting that standard telomeres have been retained in the subterrestrial organism and chromosome fusion is not an inevitable consequence of a parthenogenetic lifestyle.

Gene expression provides clues to the adaptation to the warm subterrestrial environment. Among transcripts whose expression changed significantly on exposure to heat, over twice as many are downregulated (675) as upregulated (285) (Fig. 4b). 

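Of the 719 transcripts called in limma, 64.0% were lower at 38–40 °C. With no fold threshold, 761 transcripts were higher and 619 lower at an adjusted p under 0.05, so the majority turns with the threshold. In a model with separate temperatures, 270 transcripts were lower and 100 higher at 38 °C than at 25 °C, so that 73.0% of the calls were lower. At 40 °C, 427 were lower and 372 higher, so that 53.4% were lower. Between 40 and 38 °C, 7 transcripts differed, 5 higher and 2 lower at 40 °C, and 36 of 84 splits of these libraries gave as many. Among the M-titled libraries, 2 at 40 °C and 3 at 38 °C, 124 differed. The share of lower calls was 62.5% after scaling each library to a common upper quartile, 71.2% with the library adjustment covariate of Ballgown and 69.2% for FPKM summed per locus. With a pseudocount of 0.1, which lets transcripts at low FPKM reach 2-fold, 37.7% were lower. Among the M-titled libraries it was 59.8%, in a fit of 38 °C alone against 25 °C 65.8% (520 lower and 270 higher) and in a fit of 40 °C alone against 25 °C 48.7% (207 lower and 218 higher).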

We suggest two potential explanations of this phenomenon: the worms may find lower temperatures more stressful given their native conditions are warmer, and therefore activate more genes at 25 °C relative to 38–40 °C. Or, the downregulation of genes may be itself an adaptation to heat, an idea consistent with the regulated IRE1α dependent decay (RIDD) pathway of the unfolded protein response (UPR)^74,75^. When the RIDD pathway is activated, degradation of ribosome-bound transcripts is mediated by the endoribonuclease domain of IRE1α^74^, relieving the immediate protein synthesis demand on the ER, and providing existing proteins time to refold^63,74^. Our data cannot definitively distinguish these two theories; however, the elevated expression of protein chaperones like Hsp70 under heat exposure (Fig. 4a) supports the model in which observed changes in transcriptional profile reflect an adaptive response to higher, rather than lower, temperatures. Combined with the observed heat-induced expression of the antiapoptotic factor Bax Inhibitor 1 (BI-1) (Fig. 4b) this response would help *H. mephisto* survive the abiotic heat stress of the subterrestrial environment.

While we report significantly expanded Hsp70 and AIG1 families, only the Hsp70 genes are upregulated under heat stress in the laboratory (Fig. 4a). Interestingly the worms appear to keep per-gene Hsp70 expression low, even under conditions of heat stress. The per-gene expression of Hsp70 at high temperature is slightly lower than all genes (median Hsp70 FPKM = 2.04, and 2.58 for all genes, Fig. 4a), but the dramatic expansion of Hsp70 paralogs effectively elevates the gene dosage for Hsp70 to 51-fold higher than a single-copy gene would be. This is a similar order of induction as the ARMET protein, an UPR-related single-copy gene induced 44-fold (Fig. 4b), and which may synergize with Hsp70. 

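The median FPKM over the 142 Hsp70 transcripts and the 9 heat libraries was 2.04, and that over all 28068 transcripts was 2.58. At 25 °C the same medians were 1.24 and 2.54. The median Hsp70 FPKM of a library was 1.29 ± 0.140 (SD, n = 3) at 25 °C and 2.05 ± 0.435 (SD, n = 9) at 38–40 °C (exact permutation p = 0.0182), while the median over all transcripts was 2.55 ± 0.276 and 2.59 ± 0.322 (exact permutation p = 0.823). The Hsp70 median lay below that of all transcripts in 10 of the 12 libraries. It lay above in libraries 10 (2.66 against 2.27 FPKM) and 11 (2.19 against 2.14 FPKM), both at 40 °C. At 38 °C the medians were 1.57 for Hsp70 and 2.51 for all transcripts, and at 40 °C 2.30 and 2.61. When FPKM were summed per locus, the Hsp70 median was 2.49 and that of all loci 6.68, a ratio of 0.373 in place of 0.792. Summed over the family, Hsp70 held 913 ± 49.4 FPKM per library (SD, n = 3) at 25 °C and 1164 ± 254 FPKM (SD, n = 9) at 38–40 °C (exact permutation p = 0.0909 on the log2 scale), and the 5 most abundant transcripts made up 46.1% of this sum under heat.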

While many studies have shown induction of Hsp70 genes upon heat-shock, the short-term exposure of non-heat-adapted organism to brief extreme heat^31–34^, organisms under long-term adaptation to heat tend to minimize overexpression of Hsp70 because it has harmful effects on development, fertility, and growth^29,76–78^. Long-term exposure to heat stress led to downregulated Hsp70 expression in both flies^79^ and fish^80^. The subterrestrial environment of *H. mephisto* is thermostable over time: four readings during a 5-year period showed the water temperature was an average of 36.8 ± 1.2 °C^2–4,81,82^. Similarly, we cultured the worms for 2–4 weeks at constant temperatures (25, 38, or 40 °C) in the laboratory for RNA isolation and gene expression analysis. Therefore, *H. mephisto*’s sustained expression of Hsp70 under conditions of constant stable heat stress implies a functional bypass of the genes’ known detrimental effects on growth and development^29^. We hypothesize that the divergent Hsp70 genes in *H. mephisto* that respond most strongly to elevated temperatures may have been functionally modified to ameliorate these deleterious effects, marking them as important candidates for future study.

We were surprised to find that the suite of expanded AIG1 genes in *H. mephisto* are not activated by heat (Fig. 4a). These genes respond to abiotic stress, including heat, in Arabidopsis^48^ and in mammals the proteins are involved in immune system function, including inhibiting apoptosis during T-cell maturation^45^. Given that *H. mephisto* has dramatically expanded AIG1 copy numbers, it is tempting to speculate that these genes may be involved in responding to hypoxia or other abiotic nonthermal stresses present in the deep terrestrial subsurface, where their pro-survival functions should be adaptive. However, this hypothesis remains to be tested in future experiments. Remarkably, however, heat induced another anti-apoptotic factor in *H. mephisto*--the Bax Inhibitor 1, BI-1^62^, suggesting a different method for blocking apoptotic response under subterrestrial heat stress. These data suggest *H. mephisto* has adapted to the subterrestrial environment by managing unfolded protein stresses while upregulating Hsp70 and inhibiting apoptosis.

We note that the pacific oyster *Crassostrea gigas* has convergently expanded Hsp70 and AIG1 gene families^83^ and activates the UPR in response to abiotic stress including heat^84^, so *H. mephisto* helps define a general evolutionary adaptive response to heat stress^85^. While the oyster experiences considerable thermal fluctuation, *H. mephisto* does not, as described above. Therefore, the signature of adaptation we report is not limited to cyclical or temporary temperature fluctuations but extends to adaptation to constant warm environments.

The expansion of Hsp70 is shared, also convergently, by distantly related *Diploscapter* species, soil nematodes which display pronounced thermotolerance^37,39^, and we show here that positive selection is detectable in Hsp70 lineages in both *Diploscapter* and *H. mephisto*.These findings may not only relate to environmental heat: *D. coronatus* has been reported as a facultative parasite of humans, so it must survive to 37 °C, human body temperature^38^. Consistent with this, the closest relative of *H. mephisto* is a deadly horse parasite, *H. gingivalis*, which has not been fully sequenced, and has also been reported as a facultative and fatal parasite of humans^86^. Therefore, the genome signature of adapation to heat in *H. mephisto*, *D. coronatus*, and *D. pachys* may serve as a preadaptational bridge to parasitic lifestyles at least in some lineages. Therefore, these genomic adaptive strategies are of significant concern to human and animal health, and as our climate warms, it will be increasingly important to understand their evolutionary dynamics.

## Methods

### *H. mephisto* culture and isolation of DNA and RNA

The methods in this work comply with all relevant ethical regulations for research. *H. mephisto* were cultured by standard *C. elegans* methods^87^, on agar plates seeded with *Escherichia coli* OP50. For DNA extraction the NucleoSpin kit (Cat #740952.250, Macherey-Nagel, Bethlehem, PA, USA) was used. The pellet was resuspended in 540 μl T1 buffer supplemented with 10 μl Proteinase K. Lysis was accomplished by 4 cycles of rapid freeze-thaw using a dry ice-ethanol bath, with thawing on a 56 °C heatblock; cycles were approximately 1 min per freeze or thaw step. After this the sample was treated with an additional 25 μl proteinase K overnight at 56 °C. After this the manufacturer’s protocol was followed for column purification of high-quality DNA, which was verified by gel electrophoresis prior to library construction.

For RNA, the worms were cultured on 5% agar plates at 25, 38, or 40 °C for 2–4 weeks prior to harvest, then pelleted in PBS pH 7.7, and flash-frozen or immersed in DNA/RNA Shield Buffer for storage and extraction of nucleic acids. For RNA extraction Zymo’s Duet DNA/RNA MiniPrep Plus kit (Cat # D7003) was used. The worm pellet was resuspended in 300 μl of DNA/RNA Shield buffer, transferred to a tube of 0.5 mm BashingBeads (Zymo Cat # S6002), and homogenized on a vortexer at maximum speed twice for 5 min with a 1–2 min rest period between (for cooling). After this 30 μl of PK buffer and 15 μl Proteinase K were added, and the solution incubated for 30 min at 55 °C, then supplemented with 345 μl lysis buffer. After pelleting the insoluble material at 16,000*g* for 1 min, the supernatant was transferred to yellow (for DNA) and green (for RNA) columns as described in manufacturer’s protocol for the Duet DNA/RNA MiniPrep Plus Kit, performing in-column DNAse treatment of RNA as recommended.

Based on Agilent BioAnalyzer 2100 output, a total of 12 samples yielded RNA of sufficient quality for sequencing: 3 from 25 °C, 3 from 38 °C, and 6 from 40 °C. For analysis the 38 °C and 40 °C samples were considered together as “high” temperature and the 25 °C replicates as “normal” temperature.

### Genomic DNA sequencing

For Illumina, a TruSeq library with insert size of 387 bp was generated with 9 cycles of PCR after gel purification. This library was paired-end sequenced on a HiSeq2500 with 215 bp reads, yielding 58.7 million pairs. This data was assembled with Platanus^70^ as described in the next section. For PacBio, 30 lanes were run on the RS II system using libraries generated off the same DNA sample used in Illumina.

### RNA sequencing

Stranded RNA-seq libraries were generated using the KAPA Total Stranded preparation kit (KAPA Biosystems catalog # KK8484) with an average insert size of 175 bp. Samples were sequenced on a HiSeq 2500 in High Output mode using 2 × 50 bp paired-end reads, generating at least 60 M total reads per sample. Preliminary quality control for read mapping was performed using taxMaps version 0.2.1^88^, on a downsampled subset (1%) with the NCBI BLAST nt and a kmer size of 75 to confirm species etiology for the reads generated.

### Genome assembly

Raw read kmer analysis was performed with the SoapEC v. 2.01 (from the SOAPdenovo2 package^89^), KmerFreq_HA set to kmer 23 and error corrected with Corrector_HA. We found that platanus assembly was optimial at 100× average coverage, so a total of 15,582,039 random paired, error-corrected reads were used in the final assembly. Platanus version 1.2.4^70^ was used to assemble with a stepsize 2, kmer of 21, and −u 1. Platanus scaffolding was performed with settings −n 345, −a 386, and −d 62. Subsequently gaps were closed with Platanus gapclose. Scaffolds less than 500 bp were discarded and this assembly was further scaffolded with 30 lanes of PacBio data using the PBJelly component of PBSuite v. 15.8.24. Reapr v. 1.0.18 (perfectmap, −b) was used to break chimeras and erroneous gaps. We removed sequences under 1000 bp and identified 40 bacterial scaffolds by a combination of coverage (less than 26×) and GC content (over 55%), which blast confirmed as prokaryotic. These sequences were found to encode a complete sphingomonas genome to be described elsewhere, but does not appear to be a deep subterrestrial inhabitant based on metagenomic borehole read mapping. After additional removal of the mitochondrial scaffold, this final *H. mephisto* nuclear genome of 880 scaffolds was used in all further analysis. This assembly has an N50 of 313 kb, with the longest 2.55 Mb and is highly contiguous: the final assembly encodes only 10 gaps encoding 476 bp (0.0008% of sequence).

### Heterozygosity

The error corrected reads were mapped back to the final *H. mephisto* assembly with bwa-mem v.0.7.12 and mis-mapped reads and PCR duplicates were removed with samtools v. 1.9. Using the remaining 31,867,988 reads, snp variants were called with bcftools v. 1.9 mpileup and then call command with the −mv flag.

### Analysis of within-family nonself blastn matches

Gene family coding sequences were extracted into a fasta file based on the transcript coordinates from the GFF file produced by gene annotation with Maker2 and Stringtie. These fasta files were used to build blast databases. These databases were each queried using blastn (at 1e−4) using the same fasta file as query that was used to build the database (thus, performing all-vs.-all blastn). The resultant blast output in tabular format (−outfmt 6) was parsed using a custom python script to isolate only the first (best) non-self match from the blast output, and a histogram was generated of the percent identies of these nonself matches. For the genomic assembly all-vs.-all comparison, the same process was carried out but using the 880-contig full genome assembly.

### Analysis of coverage

Genome-wide coverage was calculated using the samtools v. 1.9 depth command on the bamfile generated for heterozygosity analysis, followed by custom parsing of the coverage file with a python script. The same coverage file was parsed using the unique transcript coordinates as described in the previous section. The per-basepair coverage values for Hsp70, AIG1, and the entire genome were evaluated with custom python script producing a boxplot shown in the figure.

### Analysis of repetitive sequence

RepeatModeler^90^ v.1.0.11 was used to create a custom repeat library. This library was screened for accuracy with HMMER^91^ v 3.1b2 to identify mis-classifed protein-coding genes, which were removed. This library was used in a RepeatMasker^90^ v 4.0.6 run using the default parameters. The initial RepeatMasker run designated 21.07% of the genome as consisting of transposable elements, of which 18.48% of the total genome, or 87.7% of the repeat segments, as unclassified repeats. Subsequently, nhmmer^19^ analysis was run on the identified repeats using the DFAM database^92^ with e-value set to 1e^−2^ to accommodate the highly divergent genome.

### Gene discovery

Maker2^20^ version 2.38.1 was utilized to run Augustus and SNAP as ab initio predictors to make comprehensive gene predictions for *H. mephisto*, and incorporating 28 nematode proteomes as hints along with the RNA-seq data. These gene predictions were refined utilizing Tophat2- StringTie-Ballgown suites of programs^21,22^, which also estimate expression levels. Tophat2 v.2.1.1 was used to align the RNA-seq data against the *H. mephisto* genome with Maker2 predicted genes as a input.gff3 file. The resulting.bam files were fed into StringTie v. 1.3.4, to generate a transcriptome annotation of each, as well as quantify the expression levels and estimate the abundance of each transcript, which were subsequently unified using Stringtie’s merge function^22^. Ballgown v. 2.12.0 plots the gene abundance and expression data for visualization, from the StringTie output data^22^.

Together StringTie and Maker2 predicted 34,605 transcripts across 12 different RNAseq datasets, which map to a distinct set of 17,209 unique loci as defined by gffcompare. From these loci the longest protein sequence predicted by TransDecoder^23^ v. 5.3.0, was used in domain comparisons with *C. elegans*, the reference proteome UP000001940_6239 (19,922 nonredundant proteins) from Ensembl RELEASE 2018_04. TransDecoder was run in strict mode, requiring at least 50 amino acids, and only the single best cds prediction per transcript retained, to obtain the nonredundant set of 16,186 protein-coding genes.

The 28 nematode proteomes used were obtained from WormBase Parasite, https://parasite.wormbase.org and their accessions are listed in Supplementary Table 1.

### Gene expression

After gene discovery, expression analysis was carried out using Ballgown^93^ v. 2.12.0 following the protocol as described^22^. Genes with less than 5 total reads across all 12 replicates were filtered from the analysis. Replicates were grouped into “high” (38–40 °C) or “low” (25 °C) and the Ballgown stattest() function used to identify those genes statistically different between high and low temperatures. The output of stattest() include *q* value and fold-change and these were used to generate the volcano plot as a scatterplot with ggplot2 in R. Significantly heat-regulated genes were defined as exhibiting a *q* value less than 0.05 and upregulated or downregulated at least twofold under heat-stress conditions (38–40 °C) relative to 25 °C controls. For the boxplots of gene expression, the FPKM values at high or low temperature were exported as a text file and imported into Python 2.7.14 where a custom script was used to construct the boxplots with matplotlib 2.2.2.

### Analysis of unknown genes

*H. mephisto* genes were analyzed by blastp (evalue 1e-4) against a collection of 28 nematodes (Supplementary Table 1). When blasting with controls *P. redivivus, M. hapla*, or *B. xylophilus* we created a separate database removing itself (to avoid the trivial self-matching) and replaced it with the *H. mephisto* proteome, keeping a 28 nematode species comparison set. For all analyses we also performed blastp against the uniprot-swissprot manually curated database (1e-4), Hmmer domain search against the PfamA database (1e-4), and Interproscan 5.30–69.0 running TIGRFAM 15.0, Hamap 2018_03, SMART 7.1, PRINTS 42.0, and Pfam 31.0. Custom python scripts were used to combine output of all analyses and identify true unknown genes.

### Venn diagram

The genome of each species was uploaded onto the selected template on the website OrthoVenn (http://www.bioinfogenome.net/OrthoVenn/).

### Domain comparisons

HMMER^94^ was used to identify protein domains from both *H. mephisto* and *C. elegans* nonredundant protein predictions with evalue 1e-10. Domain counts of *H. mephisto* were compared to *C. elegans* using a custom python script.

### Multilocus phylogenetic tree

Phylogenetic relatedness of *Halicephalobus mephisto* relative to other nematode species in Clade IV was determined by constructing a maximum likelihood tree of single-copy orthologous genes. Protein-coding sequences of 21 nematodes were downloaded from WormBase (release WBPS9) on March 26, 2018. They are *B. xylophilus*, *Ditylenchus destructor*, *Globodera pallida*, *Globodera rostochiensis*, *Meloidogyne floridensis, M. hapla*, *P. redivivus, Parastrongyloides trichosuri, Rhabditophanes sp. KR3021, Steinernema carpocapsae, S. feltiae, S. glaseri, S. monticolum, S. scapterisci, Strongyloides papillosus, S. ratti, S. stercoralis*, and *S. venezuelensis*. The three outgroup proteomes were Clade V nematodes, namely *Diploscapter pachys* PF1309 (NCBI project number PRJNA280107), *Heterorhabditis bacteriophora* (NCBI project number PRJNA438576), and *C. elegans* (WormBase release WS264). Following the procedures of OrthoMCL v2.0.9^95,96^, the proteome files were modified to the required format by OrthoMCL (step5), and then filtered to remove sequences that are shorter than 10 amino acid residues and have less than 20% of stop codons (step6). An All-vs.-All BLAST^97^ search among all proteomes was performed as suggested by OrthoMCL step7, which involved creating a BLAST-searchable protein database with masking information, followed by a BLASTp search with an e-value threshold of 1e-5 (−evalue 1e-5), and results were stored in a tab-delimited file (−outfmt 6). The BLASTp results were parsed using orthAgogue v1.0.3^98^, which filtered out protein pairs with overlap less than 50% (−o 50) and BLAST (or bit) scores below 50 (−u 50) before identifying valid protein pairs. This step substituted OrthoMCL step8 to step11. The resultant orthologs.abc file was then used for clustering (inflation index, −I = 2.0) and creating orthologous groups (OrthoMCL step 12–13). Orthologous groups that contained a single protein sequence from each of the 22 genomes were considered as SCOGs. Sequences of 99 identified SCOGs were aligned individually using MUSCLE v3.8.31^99^ and the default parameters, and trimmed using trimAl^100^ to remove residual positions that were shared by less than 50% of the sequences in the multiple sequence alignments (−gt 0.5). Trimmed alignments were manually examined to make sure there was no spurious sequences or poorly aligned regions, and each was evaluated by ProtTest v3.4.2^101^ to identify for the best substitution model. Sequences of these 99 SCOGs were concatenated by taxa. Using this final multiple sequence alignment of 43,188 amino acid positions (including 34,549 distinct patterns) and the specific best substitution model identified for individual SCOGs, partitioned phylogenetic analysis was performed using raxml-ng v0.4.1b to find the best maximum-likelihood tree. The substitution models used were JTT + G, JTT + G + F, JTT + I + G, LG + G, LG + G + F, LG + I + G, LG + I + G + F, RtREV + I + G + F, VT + I + G, WAG + I + G, and WAG + I + G + F. Robustness of tree topology was evaluated by 100 iterations of bootstrap analysis.

### GO analysis

The find_enrichment.py script from the GOATOOLS v0.6.10 package^102^ was used under default settings to examine the 285 upregulated and 675 downregulated genes relative to the entire set of proteins. GO terms were assigned using Interproscan 5.30.69^103^.

### Hsp70 and AIG1 tree building

For Hsp70 full-length proteins were aligned, and for AIG1 the proteins were broken into domains using the envelope coordinates provided by HMMER and a custom Python script. We labeled the domains by order within the original protein. Alignments performed with MAFFT^104^ v.7.017 and refined manually to minimize indels. Trees were generated with MrBayes^105^ v.3.2.6, using the blosum rate matrix and invgamma rate variation; and RAxML 8.2.12^106^ with the PROTCATBLOSUM62 rate matrix and 200 bootstrap replicates. All non-*mephisto* sequences in Fig. 2 are identified using their Wormbase ParaSite (https://parasite.wormbase.org/index.html) gene identifier. Accessions are given in Supplementary Table 1. For Fig. 3 we prepended non-*mephisto* sequences with the shortest possible (normally two letter) genus and species abbreviation (e.g., “Dp” for *Diploscapter pachys*) followed by “^” prior to the Wormbase ParaSite gene identitifer. Non-nematode gene sequences are indicated by their NCBI accession numbers and UniProtKB identifier for *R. irregularis*.

### PAML with branch-sites model

Using Codeml (PAML v.4.9)^41,107^ branch site *ω* was estimated using runmode = 0, seqtype = 1, model = 2, NSsites = 2, in the Codeml control file. All other parameters were used on the default setting. Each branch was estimated twice: once with a neutral model (fix_omega = 1 and omega = 1) and once using a purifying selection model (fix_omega = 0, omega = 1). The *p* values were determined using the LRT statistic *2Δl* compared against *χ*^2^ with critical values of 3.84, 5% significance level, and 6.63, for 1% significance^108^. In our analysis there were (after gap removal) 891 sites across 55 different aligned nucleotide (coding) sequences.

### Analysis of subtelomeric sequences

Extraction of telomere repeat-containing read pairs (at least one of which contains at least four copies of TTAGGC) from raw Illumina data was performed using a custom Python script. These read pairs were merged at their overlaps using PEAR^73^ v0.9.8, and the resultant fused reads were assembled with MIRA^109^ v4.0. The resulting contigs were manually inspected and redundant sequences were collapsed to obtain an estimate of subtelomeric region number.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Source Data

## Data Availability

This Whole Genome Shotgun project has been deposited at DDBJ/ENA/GenBank under the accession SWDT00000000. The version described in this paper is version SWDT01000000. The raw Illumina DNA and RNA data, and PacBio DNA data are available on the Sequence Reads Archive (SRA) at accession PRJNA528747. Transcriptome expression data as FPKM values genome-wide is available in the Gene Expression Omnibus (GEO) at accession GSE133178. The genome annotation file and transcript and protein predictions are available from WormBase Parasite at accession Halicephalobus_mephisto_prjna528747. The source data underlying Fig. 4A, B are provided as a Source Data File.

# Supplementary material for: The genome of a subterrestrial nematode reveals adaptations to heat
**Source:** Nat Commun. 2019 Nov 21;10:5268. doi: 10.1038/s41467-019-13245-8
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

**The genome of a subterrestrial nematode reveals
adaptations to heat**

Weinstein et al.

* = *Halicephalobus mephisto*

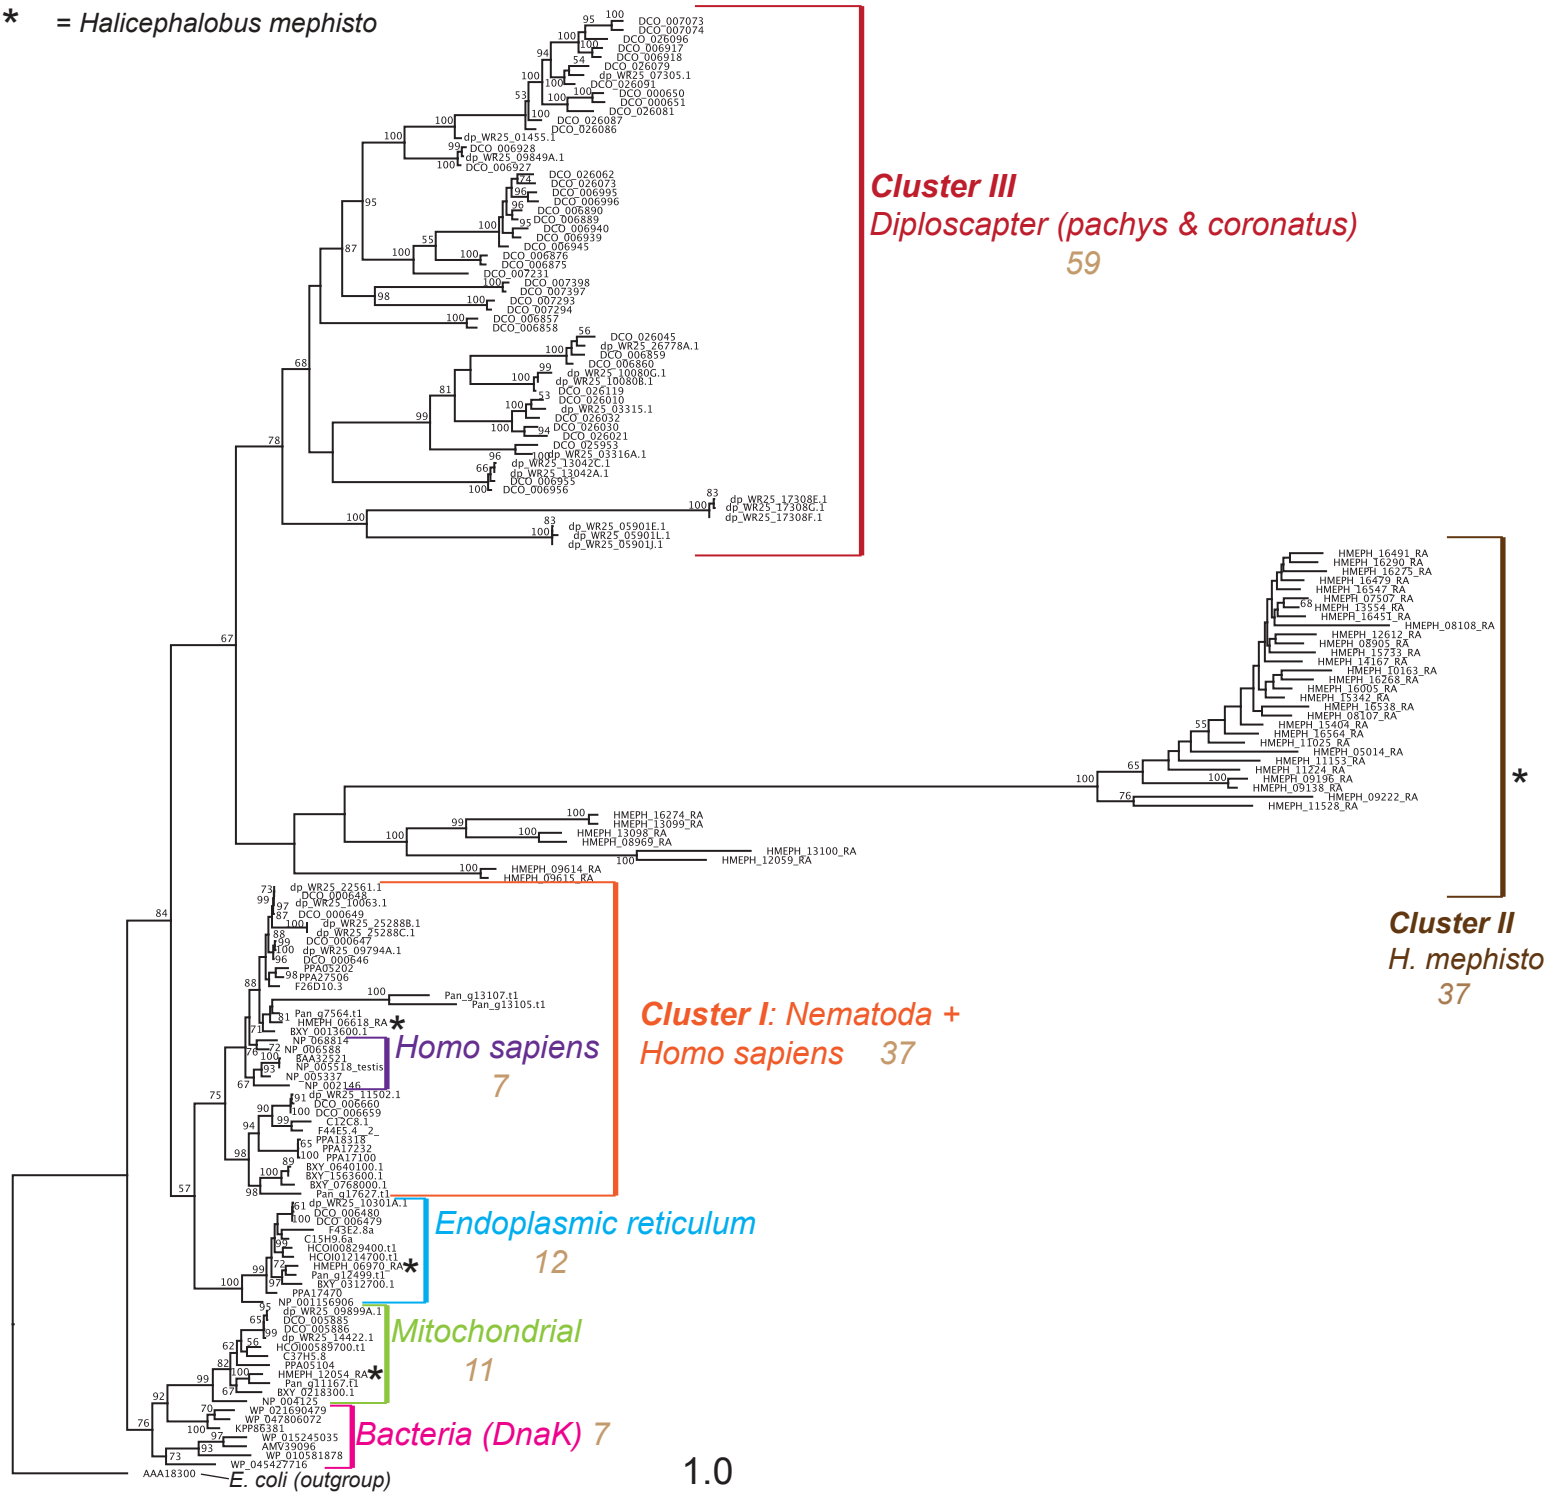

Supplementary Figure 1. RAxML phylogenetic tree of Hsp70 proteins. *H. mephisto* sequences marked with an asterisk (*). Branch numbers indicate bootstrap support, scale bar represents substitutions per site.

A

Number of blastp matches to 1,730 *H. mephisto* unknown proteins

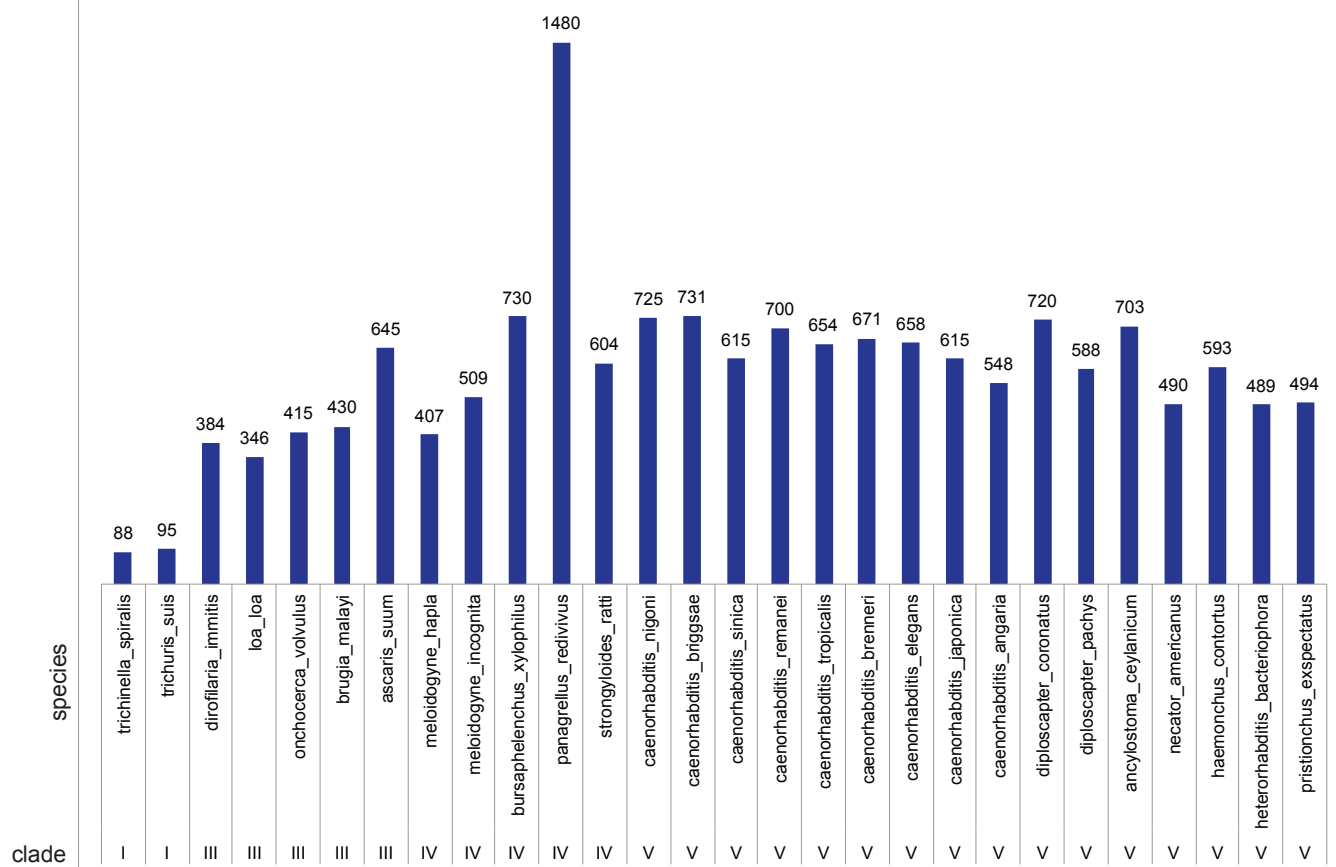**B**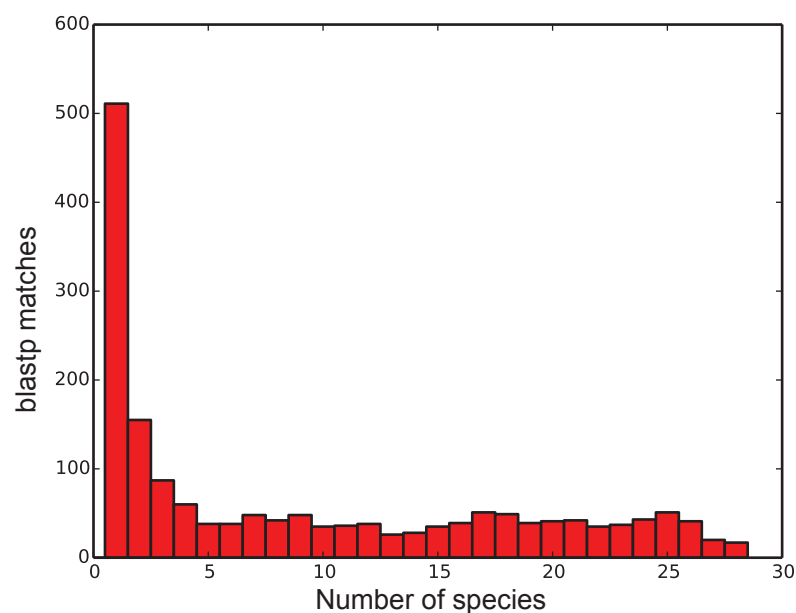

Supplementary Figure 2. A. Analysis of 1,730 *H. mephisto* genes matching to at least one nematode proteome but otherwise lacking recognizable domains by Interproscan or Pfam, and lacking matches to Uniprot-Swissprot. The value threshold was set to 1e-4 and number of matches per species are plotted. B. Histogram showing the number of species matched for each of the 1,730 intra-nematode proteins.

Supplementary Figure 3

A. 23-mer frequency distribution from Illumina reads

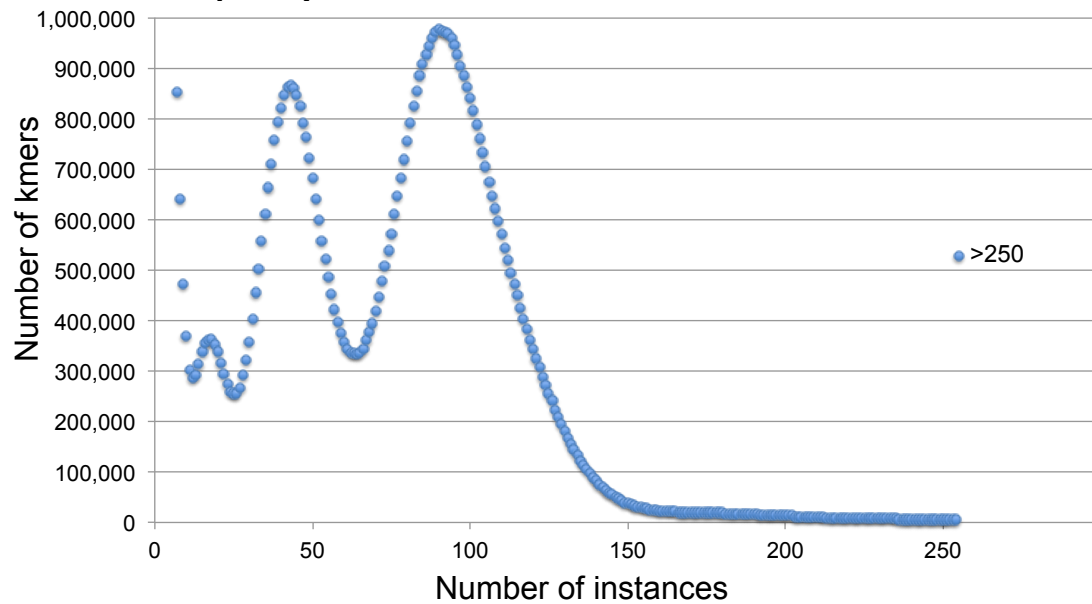

B. Scaffold coverage and %GC

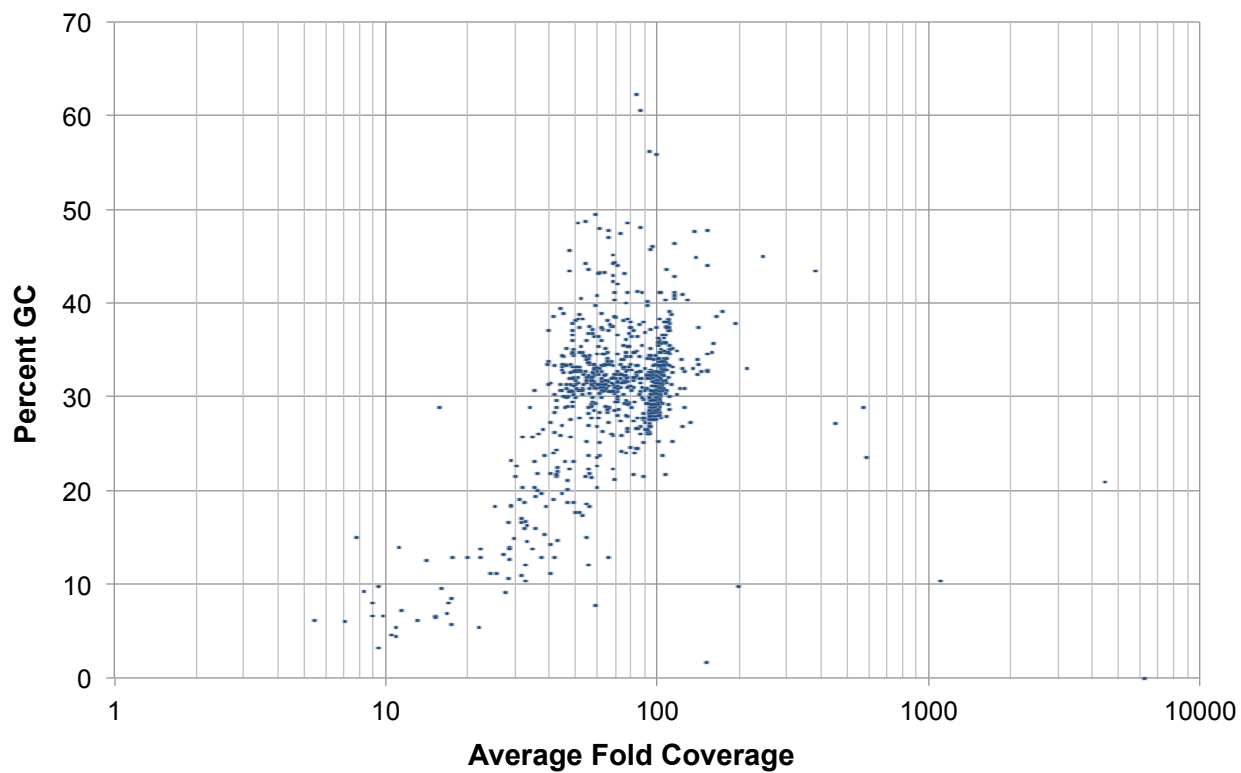

C. Read coverage

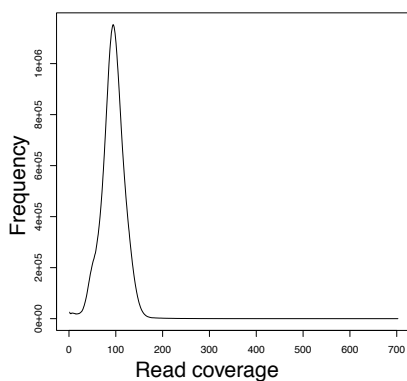

D. Fragment coverage

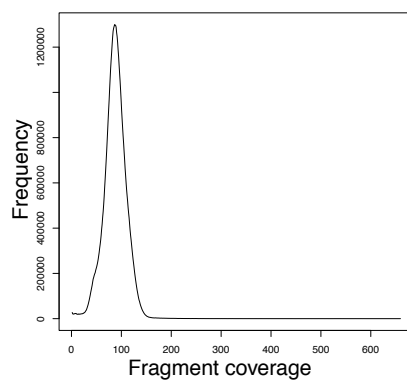

E. Per-base coverage Hsp70, AIG1

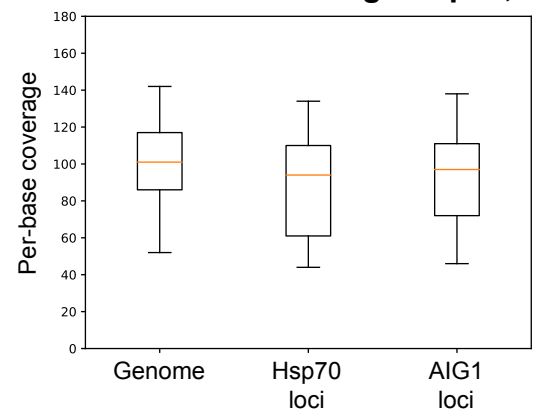

Supplementary Figure 3. K-mer frequency and assembly coverage. A. Kmer frequency distribution (23-mers). B. Per scaffold coverage vs percent GC. C. Assembled read coverage from CEGMA. D. Assembled fragment coverage from CEGMA. E. Boxplot of per-base coverage of the *H. mephisto* genome, Hsp70 loci, and AIG1 loci.

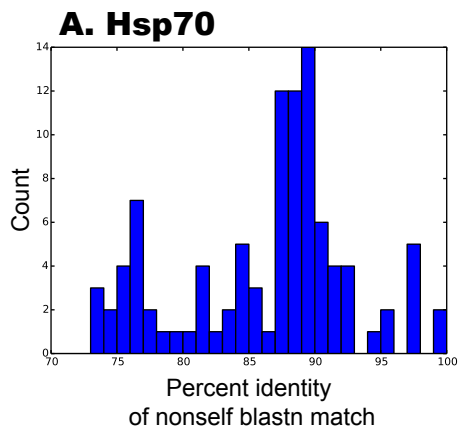

nucleotide sequences with NO nonself
blastn 1e-4 match: 13 / 112 (12%)

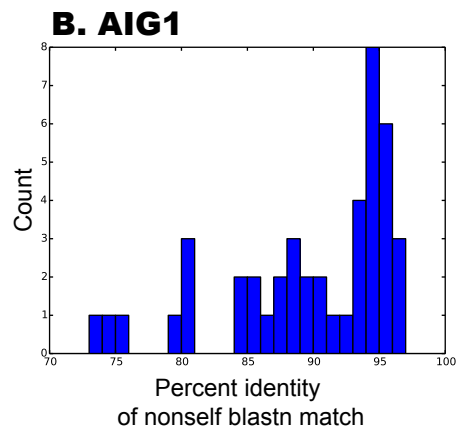

nucleotide sequences with NO nonself
blastn 1e-4 match: 19 / 63 (30%)

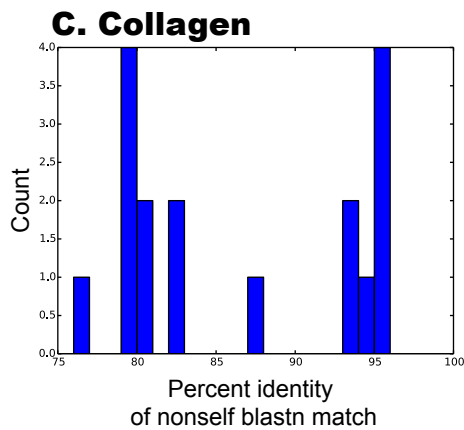

nucleotide sequences with NO nonself
blastn 1e-4 match: 48 / 65 (74%)

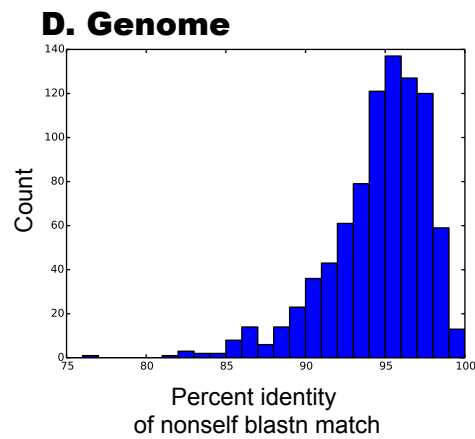

scaffolds with NO nonself
blastn 1e-4 match: 10 / 880 (1.1%)

Supplementary Figure 4. Analysis of degree of similarity at nucleotide level between members of expanded gene families. Self-self blastn was performed with evalule 1e-4, then the percent identity of the first non-self match was plotted. A. Hsp70, B. AIG1, C. Collagen (control), D. full genome (control).

Supplementary Table 1. Accession numbers and fasta files used in genome annotation and blast analysis.

Species	Accession	Fasta File
ancylostoma_ceylanicum	ancylostoma_ceylanicum_PRJNA231479	ancylostoma_ceylanicum.PRJNA231479.WBPS12.protein.fa
ascaris_suum	ascaris_suum_PRJNA62057	ascaris_suum.PRJNA62057.WBPS12.protein.fa
brugia_malayi	brugia_malayi_PRJNA10729	brugia_malayi.PRJNA10729.WBPS12.protein.fa
bursaphelenchus_xylophilus	bursaphelenchus_xylophilus_PRJEA64437	bursaphelenchus_xylophilus.PRJEA64437.WBPS12.protein.fa
caenorhabditis_angaria	caenorhabditis_angaria_PRJNA51225	caenorhabditis_angaria.PRJNA51225.WBPS12.protein.fa
caenorhabditis_brenneri	caenorhabditis_brenneri_PRJNA20035	caenorhabditis_brenneri.PRJNA20035.WBPS12.protein.fa
caenorhabditis_briggsae	caenorhabditis_briggsae_PRJNA10731	caenorhabditis_briggsae.PRJNA10731.WBPS12.protein.fa
caenorhabditis_elegans	caenorhabditis_elegans_PRJNA13758	caenorhabditis_elegans.PRJNA13758.WBPS12.protein.fa
caenorhabditis_japonica	caenorhabditis_japonica_PRJNA12591	caenorhabditis_japonica.PRJNA12591.WBPS12.protein.fa
caenorhabditis_nigoni	caenorhabditis_nigoni_PRJNA384657	caenorhabditis_nigoni.PRJNA384657.WBPS12.protein.fa
caenorhabditis_remanei	caenorhabditis_remanei_PRJNA248909	caenorhabditis_remanei.PRJNA248909.WBPS12.protein.fa
caenorhabditis_sinica	caenorhabditis_sinica_PRJNA194557	caenorhabditis_sinica.PRJNA194557.WBPS12.protein.fa
caenorhabditis_tropicalis	caenorhabditis_tropicalis_PRJNA53597	caenorhabditis_tropicalis.PRJNA53597.WBPS12.protein.fa
diploscapter_coronatus	diploscapter_coronatus_PRJDB3143	diploscapter_coronatus.PRJDB3143.WBPS12.protein.fa
diploscapter_pachys	diploscapter_pachys_PRJNA280107	diploscapter_pachys.PRJNA280107.WBPS12.protein.fa
dirofilaria_immitis	dirofilaria_immitis_PRJEB1797	dirofilaria_immitis.PRJEB1797.WBPS12.protein.fa
haemonchus_contortus	haemonchus_contortus_PRJEB506	haemonchus_contortus.PRJEB506.WBPS12.protein.fa
heterorhabditis_bacteriophora	heterorhabditis_bacteriophora_PRJNA13977	heterorhabditis_bacteriophora.PRJNA13977.WBPS12.protein.fa
loa_loa	loa_loa_PRJNA246086	loa_loa.PRJNA246086.WBPS12.protein.fa
meloidogyne_hapla	meloidogyne_hapla_PRJNA29083	meloidogyne_hapla.PRJNA29083.WBPS12.protein.fa
meloidogyne_incognita	meloidogyne_incognita_PRJEB8714	meloidogyne_incognita.PRJEB8714.WBPS12.protein.fa
necator_americanus	necator_americanus_PRJNA72135	necator_americanus.PRJNA72135.WBPS12.protein.fa
onchocerca_volvulus	onchocerca_volvulus_PRJEB513	onchocerca_volvulus.PRJEB513.WBPS12.protein.fa
panagrellus_redivivus	panagrellus_redivivus_PRJNA186477	panagrellus_redivivus.PRJNA186477.WBPS12.protein.fa
pristionchus_exspectatus	pristionchus_exspectatus_PRJEB6009	pristionchus_exspectatus.PRJEB6009.WBPS12.protein.fa
strongyloides_ratti	strongyloides_ratti_PRJEB125	strongyloides_ratti.PRJEB125.WBPS12.protein.fa
trichinella_spiralis	trichinella_spiralis_PRJNA12603	trichinella_spiralis.PRJNA12603.WBPS12.protein.fa
trichuris_suis	trichuris_suis_PRJNA179528	trichuris_suis.PRJNA179528.WBPS12.protein.fa

# Supplementary material for: The genome of a subterrestrial nematode reveals adaptations to heat
**Source:** Nat Commun. 2019 Nov 21;10:5268. doi: 10.1038/s41467-019-13245-8
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

no software was used to collect data.

Data analysis

Open source software used, and downloaded from public repositories: Python 2.7, Platanus v. 1.2.4, SoapEC v. 1.01 (from SOAPdenovo2), PBJelly v. 15.8.24, REAPR v. 1.0.18, BWA v. 0.7.12, Repeat Modeler 1.0.11, RepeatMasker v 4.0.6, Hmmer 3.1.b2, Maker 3.01.1, TopHat 2.1.1, Stringtie v 1.3.4, Ballgown 2.12.0, TransDecoder 5.3.0, OrthoMCL v2.0.9, orthoAgogue v1.0.3, MUSCLE v3.8.3.1, ProtTest v3.4.2, raxml-ng v0.4.1b, GOATools v0.6.10, Interproscan v5.30.69, MAFFT v7.017, MrBayes 2.2.4, RAxML v8.2.12, PAML v. 4.9

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

This Whole Genome Shotgun project has been deposited at DDBJ/ENA/GenBank under the accession SWDT00000000. The version described in this paper is version SWDT01000000. The raw Illumina DNA and RNA data, and PacBio DNA data are available on the Sequence Reads Archive (SRA) at accession PRJNA528747. Transcriptome expression data as FPKM values genome-wide is available in the Gene Expression Omnibus (GEO) at accession GSE133178. The genome annotation file and transcript and protein predictions are available from WormBase Parasite at accession Halicephalobus\_mephisto\_prjna528747. The source data underlying Figures 4A and 4B are provided as a Source Data File.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | One DNA sample sequenced twice, one by Illumina and once by PacBio, and 12 RNA samples sequenced. For DNA, n=1 and for RNA n=12. |
| Data exclusions | No data were excluded from analysis.                                                                                             |
| Replication     | This is a genomic study with n=12 transcriptomes, which were all folded into the analysis.                                       |
| Randomization   | n/a                                                                                                                              |
| Blinding        | n/a                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                     |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | We used the nematode <i>Halicephalobus mephisto</i> .                                                                                                               |
| Wild animals            | These animals were obtained by filtering water obtained from a gold mine in South Africa, and were then cultured in the laboratory and collected for nucleic acids. |
| Field-collected samples | Worms are cultured identically to <i>C. elegans</i> in the laboratory, and can be grown on the same food and same plates.                                           |
| Ethics oversight        | Since no vertebrates were used in the study no ethical oversight was required for the study.                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

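Gene expression was measured by RNA-seq in 12 libraries of *H. mephisto* from mixed populations grown at 25 °C (3 libraries), 38 °C (3) and 40 °C (6). The authors deposited a table of FPKM values per transcript, made by aligning the reads and assembling and quantifying transcripts; the submitters' processing notes name TopHat2 2.1.1 and StringTie 1.3.4. The same table holds the p-values, q-values and fold changes that the authors obtained with the stattest() function of Ballgown for high temperature (38 and 40 °C pooled) against 25 °C. Recomputed from the deposited FPKM, an F test of a linear model on log2(FPKM + 1) with a library adjustment covariate, the sum of the log2 values of a library below their 75th percentile, gave a p within 1% of the deposited p for 28067 of 28068 transcripts (the other is deposited as 0) and a fold within 1% for all 28068. Without the covariate, 770 p-values and 5762 folds were that close. The authors' log2 scale therefore carries a pseudocount of 1. The paper describes removing genes with few reads; in the deposited table every transcript has a summed FPKM of at least 5. No per-sample column of the table was left unused.

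Samples were assigned to temperatures from their labels, and columns to samples from their titles. The number of reads behind an FPKM value is not given in the sources used here, so no counting error was computed, and the precision of a value rests on the spread between libraries. No pair of the 66 library pairs held identical values, so none was a copy of another. Their correlations over log2(FPKM + 1) ran from 0.735 to 0.866. Each library was counted as 1 replicate, but libraries from 1 culture would also differ, so this does not show separate cultures. The 4 libraries with titles that are numbers (10, 11, 12 and 14) are all from 40 °C, and whether they were made apart from the 8 with titles starting with M is not stated in the paper's text; the series and the temperature can be told apart only through the 2 M-titled libraries at 40 °C.

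The comparison of 9 heat libraries with 3 at 25 °C used lmFit and eBayes with a variance trend (limma 3.58.1, R 4.3.3) on log2(FPKM + 1) without covariates, with Benjamini-Hochberg adjustment and the paper's thresholds of 0.05 and 2-fold. A model with 3 temperatures gave the contrasts of 38 and 40 °C with 25 °C and of 40 with 38 °C. Gene families were tested on their mean per library by exact permutation over 220 splits, and as sets with camera (preset correlation 0.01, and estimated) and fry. An exact permutation test of the mean squared moderated t of a family was added after the data were seen. Members of the Hsp70 and AIG1 families were the transcripts in the Source Data of Fig. 4a, all of which were matched to the deposited table by their values, 142 for Hsp70 and 57 for AIG1. Domain and function labels are not used here beyond these, so the enrichment of peptidases, cuticle components and ornithine-oxo-acid transaminase, the collagens, Bax inhibitor-1 and the unknown genes were not analysed here. The transcript taken as ARMET was identified only by its fold in the authors' deposited table.

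The transcripts named were set by a rule made before the data were examined: those the paper names by identifier, every Hsp70 and AIG1 transcript past the threshold, the 5 Hsp70 transcripts with the largest fold at an adjusted p under 0.05, and at most 2 unlabelled transcripts each with the largest rise and fall among those whose values at 25 °C all lay on one side of the heat libraries. Values of Hsp70 and AIG1 transcripts in the paper's Source Data had been seen when the rule was written. HMEPH_10756-RA and the other transcripts of its locus, and HMEPH_07446-RA, were chosen after their values were seen.

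The test was checked on simulated data: for 28068 transcripts with the means and spreads of the real ones, where 100 with a mean log2(FPKM + 1) of at least 1 were changed 2-fold and another 100 4-fold, 69.0% of 4-fold and 25.0% of 2-fold changes were recovered at an adjusted p under 0.05, and 5.05% of the calls were false. The values were drawn independently from normal distributions, without modelling values listed at 0, which 6551 real transcripts have. Fewer transcripts were changed than pass in the real data, and the 2-fold threshold was not applied. These shares therefore need not hold for the real calls. Alternatives set before the data were examined were a pseudocount of 0.1, a filter at a mean FPKM of 1, upper quartile scaling, the Ballgown library adjustment covariate, an unmoderated F test, the authors' deposited q-values and fold changes, each heat temperature alone, a 3-temperature model, the M-titled libraries alone, leaving out each library, FPKM summed per locus, no fold threshold, and other summaries of a family. The other software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.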

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

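The test on the summed FPKM of locus MSTRG.11793 was chosen only after the result was seen, and how it was read was settled after its value was seen. The test of a wrong label was set before its value was known, but after the level of HMEPH_10756-RA, the *sax-2* isoforms and the position of M8R on the leading principal component, near the libraries at 25 °C, had been seen. Of 24 results tested for a library apart from the others at 40 °C, 2 had one, and both are transcripts of locus MSTRG.11793; chance gives about 1 in 20.

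HMEPH_10756-RA, taken as ARMET, was at 0.378 FPKM in M8R and at 79.4 to 118 FPKM in the other 5 libraries at 40 °C. The tables argue against a wrong temperature label: among 980 transcripts past the threshold without M8R, it lay nearer the mean at 25 °C than that of the other 40 °C libraries at 44.7%, under the bound of 50% and above the 4.23 to 21.7% of the other 40 °C libraries, and the longer *sax-2* isoform held 5.30% in M8R against 100% at 25 °C. Whether its reads were assigned to another transcript of the locus stays open: the summed FPKM of the locus was 68.4 in M8R, below the 118 to 155 of the other 40 °C libraries, but a sum of FPKM is not kept when reads move between transcripts of different length, and lengths are not in the deposited table. MSTRG.11793.1 was at 30.8 FPKM in M8R, its highest, against 22.6 FPKM in M1R, 23.8 FPKM in 14 and 0.758 to 1.27 FPKM in the other 6 heat libraries. What sets M8R apart is therefore not known, and a difference between cultures was not tested.

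HMEPH_10755-RA of the same locus was at 9.06 FPKM in library 14 and at 31.9 to 45.5 FPKM in the other libraries at 40 °C. At 38 °C it was at 6.25 FPKM in M1R, and M1R and 14 are also the 2 heat libraries besides M8R in which MSTRG.11793.1 was high. The Hsp70 family mean was higher at 40 than at 38 °C by 0.28 on the log2 scale (exact permutation p = 0.0119); the M-titled 40 °C libraries M7R and M8R were at 1.96 and 2.02, above the 1.66 to 1.85 at 38 °C. HMEPH_07446-RA, a transcript of the *sax-2* locus that the paper does not discuss, rose with a log2 fold change of 1.82. Besides *sax-2*, 12 loci had a transcript past the threshold upward and another downward.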

How the results depend on the processing

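The *sax-2* isoform shift and the Hsp70 rise kept their direction in every alternative run, and the *sax-2* shift passed in all but 38 °C alone (−91.0 points, where 3 libraries against 3 cannot give a p under 0.1). The Hsp70 family mean was short of the threshold at 38 °C alone (0.23, the same limit) and as the log2 of the summed FPKM (0.32, the cause was not tested), and the Hsp70 set test with an estimated correlation (p = 0.0745). With a pseudocount of 0.1, 737 transcripts were higher, 15 Hsp70 transcripts were higher, 2 AIG1 transcripts were higher and 3 lower; with the library adjustment covariate 820 were lower; the cause was not tested. With no fold threshold, which lets smaller changes pass, 761 were higher and 619 lower, so that higher calls were the more numerous. At 40 °C alone 207 transcripts and 0 Hsp70 transcripts were lower, against 218 transcripts higher. At 38 °C alone 1 Hsp70 and 1 AIG1 transcript were higher and 2 AIG1 transcripts lower. Among the M-titled libraries 2 Hsp70 transcripts were higher, and 124 transcripts differed between 40 and 38 °C in place of 7. The ratio of the median Hsp70 FPKM to that of all transcripts was 0.373 per locus.

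Without 1 library, 86 to 297 transcripts were higher, 147 to 683 lower, 0 to 5 Hsp70 transcripts higher and 0 to 1 lower, and 6 to 14 loci had opposite isoforms; the lowest counts of higher and lower transcripts come without M3R, at 25 °C, and the highest without M8R, at 40 °C. The AIG1 family difference, −0.0045 over all libraries, ranged from −0.045 to 0.021 and was 0.032 with a pseudocount of 0.1, 0.019 after upper quartile scaling, 0.038 at 40 °C alone and 0.023 as the log2 of the summed FPKM, none past the threshold. HMEPH_09222-RA ranged from −0.35 without M3R to 0.03 without M4R, also short of the threshold. Of the other values of named transcripts, 387 kept their direction and side of the threshold, 49 lost and 4 gained the call. The function groups were not run, since the table used carries no labels. No paired analysis was possible because the libraries of the 3 temperatures share no replicate numbers. Depth per value is unknown, so low FPKM values limit the folds through the pseudocount.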

Differences from the paper's values

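Of the values compared, 1 differed by more than 1.5 times: 4 Hsp70 transcripts were higher past the 2-fold threshold here, against the paper's 2. Among the alternatives set before the data were examined, the count was within 1.5 times of the paper's with the unmoderated F test (3), at 40 °C alone (3), in the 3-temperature model (3), among the M-titled libraries (2), for FPKM summed per locus (3), in the authors' deposited table (3) and without M1R, M6R, M7R, M8R, 12 or 14 (3 each). It was not with a pseudocount of 0.1 (15), the filter at a mean FPKM of 1 (4), upper quartile scaling (5), the library adjustment covariate (5), at 38 °C alone (1), and without M2R (4), M3R (0), M4R (1), M5R (0), 10 (5) or 11 (4). The counts of all transcripts and the medians were within 1.5 times: 259 higher transcripts against the paper's 285, 460 lower against the paper's 675, and medians of 2.04 and 2.58 FPKM. The authors' deposited table gives 285 and 675 at the paper's thresholds, and the model behind it has a library adjustment covariate; that covariate in limma gave 331 and 820.

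The paper describes the longer *sax-2* isoform as present at 25 °C alone; it was at 0.796 to 1.81 FPKM in the 9 heat libraries. The shorter isoform, which the paper describes as present under heat alone, is listed at 0 in the 3 libraries at 25 °C. The Hsp70 transcripts called higher in the authors' deposited table are HMEPH_12059-RA, HMEPH_16233-RA and MSTRG.382.1. In Table 3, HMEPH_16538-RA carries no mark of increased expression, and its fold here was 1.90 (adjusted p = 0.00909 from limma); in the authors' deposited table its fold is 1.88. All 5 transcripts that Table 3 marks had a fold of at least 1.5 here, though HMEPH_09138-RA had an adjusted p of 0.0628 from limma. The paper calls ARMET among the most strongly induced transcripts. The transcript taken as ARMET, picked by its fold of 44.4 in the authors' deposited table, had a fold of 37.4 here. The summed FPKM of its locus had a fold of 1.95, but that locus may join several predicted genes, so this need not be the fold of ARMET itself. The paper describes over 2 times as many lower as higher transcripts; here 460 were lower and 259 higher, and the library adjustment covariate gave 820 and 331.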

Other observations

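Called transcripts often lay in a locus whose summed FPKM was not called. A sum just short of 2-fold counts as not called, as for HMEPH_16233-RA (1.95-fold, adjusted p = 0.00209 from limma on summed FPKM). Whether a called transcript changed otherwise than its locus was not tested. A locus can hold transcripts with different HMEPH numbers, so it may join several predicted genes. Of the 719 called, 448 lay in loci with more than 1 transcript, and for 222 of these (49.6%) the summed FPKM of the locus was not past the threshold. By summed FPKM, 228 loci were higher and 512 lower, and 437 of these 740 loci were among the 633 with a called transcript. In 13 loci a transcript rose and another fell, and in 2 of them the sum passed the threshold. The median absolute log2 fold of the 13 sums was 0.49. The paper discusses this for *sax-2* alone.

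The tests in this part that were chosen after the result was seen are that of the pseudocount, the shares of lower calls without 1 library under 4 settings, and the splits of the M-titled libraries. How the tests on the isoforms, the scaling and the library titles were read was also settled after their values were seen: by their bounds alone, the first 2 would have been excluded and the third not, but the spread of each value was then taken into account, which left the first open, and the other 2 were read by whether lower calls still outnumbered higher ones, with the library adjustment covariate added for the scaling.

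Reads of overlapping transcripts assigned differently between libraries could give loci with opposite isoforms. This predicts that the isoforms trade off between libraries of a temperature. The correlation of their deviations within temperatures had a median of 0.0572 over the 12 loci where it could be computed (quartiles −0.27 and 0.47, below 0 in 6), against −0.0118 over isoform pairs of 4799 other loci. The median met the bound of 0 set for excluding this, but the spread reaches well below it, so read assignment and a change in isoform use with temperature cannot be told apart. The highest other of 100 splits gave 3 such loci, against 13, and 1 split, the real one, was as large. The other splits also called fewer transcripts, at most 132 higher and 31 lower against 259 and 460. Whether opposite calls share a locus more often than calls scattered over the loci would was not tested.

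The share of lower calls depends on the settings: with 0.1 in place of 1 it went from 64.0% to 37.7%, as 737 in place of 259 transcripts were called higher, while the number called lower was 446 in place of 460; at a pseudocount of 1, higher calls were also the more numerous with no fold threshold (761 against 619) and at 40 °C alone (218 against 207). The bound of 60% set before for upper quartile scaling and for leaving out the libraries with numbers as titles decides nothing, since the share over all libraries was itself 57.9% (without M1R) to 69.7% (without M8R) when 1 library was left out. The values still argue against a difference in scale as the whole cause at the 2-fold threshold. The share was 62.5% after upper quartile scaling (55.1 to 69.8% without 1 library). It was 71.2% with the library adjustment covariate, for which no bound had been set (67.6 to 70.9%). Lower calls outnumbered higher ones in each of these fits. Without the libraries with numbers as titles the share was 59.8% (56.4 to 67.3%), so lower calls were the more numerous without them too. That leaves 3 libraries at 38 °C and 2 at 40 °C. In the model with separate temperatures the share was 73.0% at 38 °C and 53.4% at 40 °C. Leaving these libraries out therefore cannot tell the series from the temperature. A part played by scale or by these libraries stays open, as does a larger response of genes that fall under heat, which was not tested.

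Chance can be excluded for the counts at 38–40 °C: of 100 splits of the 12 libraries into 3 and 9, 1, the real one, was as large for each count. The highest other split gave 132 higher against the real 259 and 31 lower against 460, both with 10, 11 and 12 set apart, and 0 Hsp70 transcripts higher against 4. At 40 °C against 25 °C, 1 of 84 splits, the real one, reached 799 calls and the highest other gave 29. This argues against a random grouping of these libraries, with the same limit. At 38 °C against 25 °C, 10 splits are too few for a share under 0.05; the real count was 370 and the highest other 12. Between 40 and 38 °C, 36 of 84 splits gave 7 calls or more, and the highest gave 32 with 10, 11 and 12 set apart, so chance cannot be excluded. Among the M-titled libraries 124 differed; 10 splits are too few for a share under 0.05, and the highest other gave 73 with M1R, M7R and M8R set apart. Over all transcripts, 10.1% had the 3 values at 25 °C on one side of all others. Chance gives 0.909% on average over the splits. The share in other splits was not computed and can lie far from that average where transcripts vary together, so this gap is not a test.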
